# The calcium channel proteins ORAI3 and STIM1 mediate TGF-β induced *Snai1* expression

**DOI:** 10.18632/oncotarget.25672

**Published:** 2018-06-29

**Authors:** Atrayee Bhattacharya, Janani Kumar, Kole Hermanson, Yuyang Sun, Humaira Qureshi, Danielle Perley, Adam Scheidegger, Brij B. Singh, Archana Dhasarathy

**Keywords:** calcium, TGF-β, SNAIL, EMT, ORAI3

## Abstract

Calcium influx into cells via plasma membrane protein channels is tightly regulated to maintain cellular homeostasis. Calcium channel proteins in the plasma membrane and endoplasmic reticulum have been linked to cancer, specifically during the epithelial-mesenchymal transition (EMT), a cell state transition process implicated in both cancer cell migration and drug resistance. The transcription factor SNAI1 (SNAIL) is upregulated during EMT and is responsible for gene expression changes associated with EMT, but the calcium channels required for *Snai1* expression remain unknown. In this study, we show that blocking store-operated calcium entry (SOCE) with 2-aminoethoxydiphenylborane (2APB) reduces cell migration but, paradoxically, increases the level of TGF-β dependent *Snai1* gene activation. We determined that this increased *Snai1* transcription involves signaling through the AKT pathway and subsequent binding of NF-κB (p65) at the *Snai1* promoter in response to TGF-β. We also demonstrated that the calcium channel protein ORAI3 and the stromal interaction molecule 1 (STIM1) are required for TGF-β dependent *Snai1* transcription. These results suggest that calcium channels differentially regulate cell migration and *Snai1* transcription, indicating that each of these steps could be targeted to ensure complete blockade of cancer progression.

## INTRODUCTION

The vast majority of cancer-associated deaths (about 90%) result from metastatic disease rather than the primary tumor. The spread of cancer cells from their primary regions of origin to distant metastatic sites is a multi-step process beginning with invasion of the cancer cells into surrounding tissue, intravasation of cells into the blood stream, extravasation to the secondary site, and finally, regrowth of the tumor cells as secondary metastases. A reversible process termed the ‘epithelial to mesenchymal transition’ (EMT) is an important developmental program that enables epithelial cells to lose apico-basal polarity, detach from their neighbors and from the extracellular matrix, and become more migratory and mesenchymal [reviewed in [1–3]]. This process is absolutely essential during the early developmental stages of gastrulation and neural crest migration [4, 5]. This developmental EMT program is hijacked by cancer cells to facilitate the process of metastasis, and can be induced by stimuli released in the tumor microenvironment such as the cytokine TGF-β [6]. TGF-β binds to the TGF-β receptor II (TGFBR2) in the plasma membrane and, through a well-studied signaling cascade [7–9], causes upregulation of *Snai1* gene expression [10].

The SNAI1 transcriptional repressor protein has been well studied in the context of EMT and is essential for gastrulation, as deletion of the gene results in lethality due to inhibition of embryonic development past the gastrula stage [4, 5]. SNAI1 is also positively correlated with metastatic tumors, and high levels of SNAI1 are predictive of decreased relapse-free survival in women with breast cancer [11]. Following binding to its cognate DNA sites, SNAI1 functions as a transcription factor, repressing expression of genes such as *E-cadherin* (*CDH1*) by recruiting chromatin remodeling complexes, leading to loss of cell-cell adhesion [12]. SNAI1 is also known to be upregulated in response to genotoxic stresses in the environment, thus preventing apoptosis [13]. A recent study suggested that while SNAI1-induced EMT is not absolutely needed for the physical migration of cells during metastasis, it does contribute to increased tumor survival and drug resistance [14].

TGF-β induced EMT in MCF7 breast cancer cells has also been shown to be associated with increased calcium influx into the cell [15]. Calcium levels in the cell can also influence cell migration during EMT [16–18]. Protein channels in the plasma membrane including the transient receptor potential (TRP) and ORAI channels function as store-operated calcium (SOC) channels that regulate the influx of calcium into the cell to modulate various biological processes. Importantly, TRPC1 and the Stromal Interaction Molecule 1 (STIM1) have been shown to facilitate cell migration during EMT [19]. Further, treatment with TGF-β caused an increase in calcium-induced calpain activity, which reduced E-cadherin protein levels, thereby increasing cell migration [19].

Blockade of SOCE was also shown to inhibit cell migration. For instance, pharmacological inhibition of SOCE with SKF [19] or silencing of *ORAI1* and *STIM1* was shown to inhibit cell migration in MDA-MB-231 breast cancer cells [20]. Further, chelation of intracellular calcium with BAPTA-AM reduced EGF-induction of cell migration in the MDA-MB-468 breast cancer cell line [16]. On the contrary, BAPTA-AM had opposite effects on two EMT transcription factors- it increased levels of TWIST1, but decreased the EGF- induced expression of *SNAI1,* a factor associated with decreased relapse-free survival in women with breast cancer [11]. This seemingly paradoxical finding can be potentially explained by a recent study suggesting that *SNAI1* is not absolutely needed for the physical migration of cells, but contributes to increased tumor survival and drug resistance [14]. Although these studies point to a link between calcium and migratory events leading to EMT, the identity of calcium channels needed for regulation of transcription factors that could modulate EMT was not explored.

Similar to our previous study [19], we noted that addition of the SOCE inhibitor 2-Aminoethoxydiphenylborane (2APB) prevented migration induced during EMT by TGF-β. However, 2APB amplified the TGF-β dependent expression of the *Snai1* gene, while induction of EMT genes *Zeb1, Zeb2, Twist1* and *Twist2* remained unaffected (Figure 1) at the time points tested. Expression of *Slug* (*Snai2*) was amplified relative to TGF-β alone in response to TGF-β+2APB at the 2 h point, but the effect was lost at later points. On the other hand, use of SKF96365 hydrochloride (SKF), another SOCE inhibitor that blocks SOC and voltage gated calcium channels, decreased the extent of TGF-β -induced *Snai1* induction (Supplementary Figure 1). To better understand how 2APB specifically increased TGF-β dependent *Snai1* expression, and to determine how calcium-signaling proteins alter cellular responses to TGF-β, we used RNA-sequencing to examine gene expression changes in the presence of 2APB. We observed that expression of a subset of genes in response to TGF-β was reversed with the addition of 2APB, which might reflect the reversion of the EMT phenotype. On the other hand, some *Snai1* target genes were either relatively unaffected, or affected to an increased level, suggesting that sustained *Snai1* expression could have downstream consequences. Next, we show here that the 2APB dependent amplification of the TGF-β induced *Snai1* gene activation occurs in part via the AKT and NF-κB signaling pathways. Finally, we show that 2APB appears to activate the ORAI3 [21–24] calcium channel, as knockdown of ORAI3 (or its interacting partner protein STIM1) results in loss of *Snai1* activation even in the presence of TGF-β. Taken together, these studies highlight the fact that cancer therapies should not only target physical migration of cells (EMT), but also prevent cancer cell survival and drug resistance through targeting genes like *SNAI1*, which are associated with increased chemoresistance.

**Figure 1:**
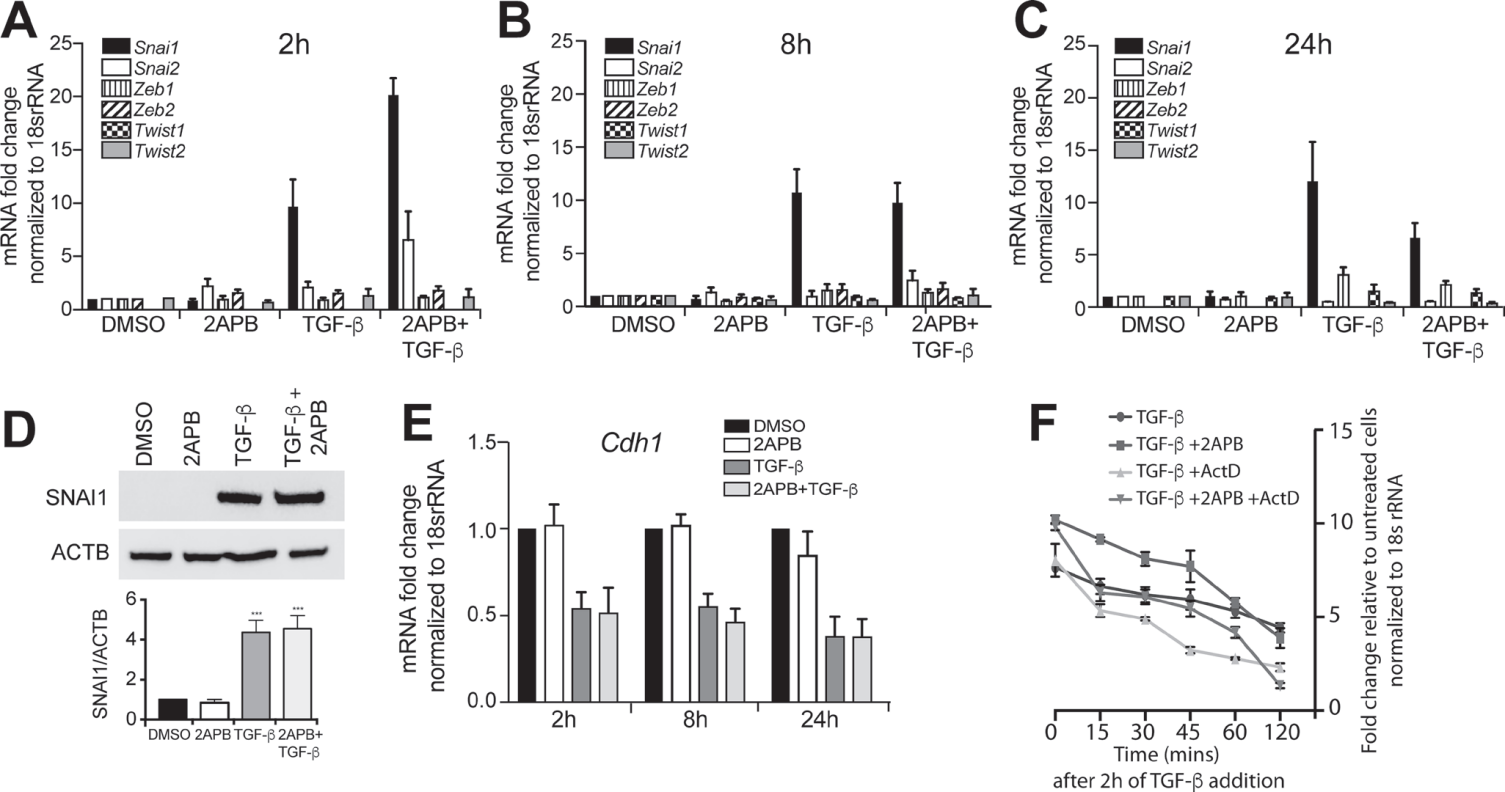
2APB amplifies the TGF-β dependent up-regulation of *Snai1* transcription NMuMG cells were serum-starved for 4 h, and then treated with DMSO or 2APB for 24 h, and TGF-β for 2 (**A**), 8 (**B**) and 24 (**C**) hours. RNA was isolated from NMuMG cells and cDNA prepared using reverse transcription. Expression of EMT genes was examined by real-time PCR of the cDNA using primers against each of the genes and normalized to *18S rRNA*. Data were derived from at least three independent biological replicates, and are represented as mean ± SEM values. The ^*^ indicates *p*-value of ≤ 0.05, and ^***^ indicates *p*-value ≤ 0.001 as measured by a paired *t*-test. (**D**) Protein analysis of NMuMG lysates treated with DMSO, or 2APB for 24 h, and with TGF-β for 8 h (added after 16 h of treatment with 2APB) as above was performed using western blotting with antibodies against SNAI1 and ACTIN. The blot is representative of at least 3 independent biological replicates. Quantitation was performed as described in methods, normalizing the signal to ACTB loading control. (**E**) Expression of E-cadherin, a downstream target of all the above EMT was measured from the same time points as in (A, B and C). (**F**) To test whether the increase seen in Snai1 expression is due to increase in transcription, cells were treated with DMSO or 2APB for 24 h, followed by TGF-β, and Actinomycin D was added 2 h after addition of TGF-β for 1 h. RNA isolation was followed in a time course of up to 2 h after Actinomycin D treatment. RNA was converted to cDNA and Snai1 expression measured as in (A, B, C and E). Statistical analyses were performed with Graphpad Prism software. ^*^= *p*-value ≤ 0.05.

## RESULTS

### 2APB amplifies the TGF-β dependent up-regulation of *SNAI1* transcription

We previously demonstrated that blocking calcium influx hindered EMT as seen by loss of cell migration [19]. Further, previous work has demonstrated that inhibition of SOCE could differentially affect transcription of EMT proteins [16]. However, the calcium channel essential for observed *Snai1* upregulation in response to blocking calcium entry has not yet been identified. To evaluate how SOCE influenced EMT transcription factor expression in response to TGF-β, we induced EMT in the murine mammary gland cell line, NMuMG. We found that addition of TGF-β up-regulated *Snai1* expression ~9-fold relative to DMSO treated cells within 2 hr of TGF-β treatment (Figure 1A), as expected. Upon treatment with both TGF-β and 50μM of the SOCE modulator 2APB (2- aminoethoxydiphenyl borate), there was a further increase in *Snai1* transcription (~20-fold total increase relative to DMSO) (Figure 1A). The increase in *Snai1* mRNA expression gradually decreased over time (within 24 hr). SNAI1 protein levels remained elevated with both TGF-β and TGF-β+ 2APB treatments relative to DMSO or 2APB controls as assessed by western blot (Figure 1D). Further, the expression of *Slug* (*Snai2*) was not significantly increased with TGF-β treatment at 2 h, but increased ~6 fold when cells are treated with 2APB and TGF-β in combination (Figure 1A). Transcription of the other EMT factors appear unaffected even after longer treatments with TGF-β at the time points tested (Figure 1A–1C). Together these results suggest that only *Snai1* gene expression is increased following TGF-β induction, and maintained above background in the presence of 2APB (Figure 1A–1C) at the time points tested.

As blockade of SOCE has been previously shown to prevent cellular migration associated with EMT [16, 19], we next asked if the SNAI1 protein was still functional. To this end, we assayed expression of E-cadherin mRNA, a well-known downstream target of SNAI1 (Figure 1E). Consistent with SNAI1 remaining fully functional, E-cadherin mRNA levels are down-regulated with TGF-β treatment, and remain low even with addition of 2APB (Figure 1E). Unlike 2APB, treatment of cells with SKF96365 hydrochloride (SKF), a SOCE inhibitor that blocks STIM1, TRPC, ORAI and voltage gated calcium channels, the TGF-β induced increase in *Snai1* mRNA expression was decreased, but not completely blocked by SKF (Supplementary Figure 1A). Use of SKF did not significantly influence expression of other tested EMT transcription factors (Supplementary Figure 1B). We also tested the effect of 2APB on *SNAI1* expression in the metastatic MDA-MB-231 breast cancer cell line (Supplementary Figure 2). We noted sustained increase in *SNAI1* expression at all time points tested above the levels seen with TGF-β alone. While *SNAI2* expression increases with TGF-β, there is no additional effect on its expression with 2APB treatment (Supplementary Figure 2), and other EMT factors are unaffected by 2APB treatment as well at the time-points and concentrations tested.

Next, to determine whether the increase in *Snai1* expression is due to elevation of transcription or, alternatively, reflects increased mRNA stability, we used Actinomycin D, a commonly used inhibitor of transcription. We induced *Snai1* gene expression for 2 h with TGF-β or TGF-β + 2APB, followed by Actinomycin D treatment (Figure 1F). *Snai1* mRNA expression is highest at 2 h following TGF-β addition and then gradually decreases over time, as previously observed. When cells are treated with Actinomycin D, there is a more rapid loss of *Snai1* mRNA expression relative to cells treated with TGF-β alone, suggesting that TGF-β addition affects *Snai1* gene transcription. With the addition of 2APB, we see a similar result to the TGF-β treatment, although the initial levels of *Snai1* mRNA are higher, there is still a gradual loss of transcription over time, as seen with the TGF-β treatment alone. Addition of Actinomycin D prior to the treatment with TGF-β and 2APB results in rapid loss of *Snai1* transcription, similar to the TGF-β with Actinomycin D treatment, suggesting that addition of 2APB does indeed affect transcription of *Snai1*. Together, these findings show that 2APB causes a specific increase in TGF-β- dependent transcription of *Snai1*, but not other EMT genes at the time points tested.

### Addition of 2APB reverses TGF-β -specific gene expression to inhibit migration

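NMuMG cells, an epithelial line from mouse mammary gland, were given DMSO, TGF-β at 5 ng/ml, or TGF-β at 5 ng/ml with 50 uM 2APB, an inhibitor of store-operated calcium entry. RNA of 2 replicates per group was selected with oligo-dT and sequenced, which gave 6 libraries. The authors counted the reads on each gene with featureCounts and deposited the raw counts, without normalization, for 18512 entries named by mouse gene symbols. A spreadsheet had turned 25 of these names into dates, so those genes could not be identified. Between 71840570 and 79473182 counts were assigned to genes in each library, of which the 10 most abundant genes took 6.35% to 7.4%. All deposited values were even numbers, so that the smallest count above 0 was 2. The counts were normalized by edgeR's TMM method and the 3 groups were fitted in 1 model with edgeR's quasi-likelihood F-test, over the 13353 genes with a mean of at least 20 normalized counts. Genes with a Benjamini-Hochberg FDR of 0.05 or less in that test were called differentially expressed. Log2 fold changes are given with their standard errors (SE). Across all genes the biological coefficient of variation between replicates was 17.4%. Where every library of a group held 3 counts or fewer, the fold change was computed against 3 counts and is given as a lower bound. It leaves out the error of the other group. As all counts were even, 3 counts may not cover counting error. Gene positions are those of the mouse genome GRCm38.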

To obtain a genome-wide view of the gene expression changes induced by TGF-β then affected by 2APB, we performed RNA-sequencing on NMuMG cells that were treated with Dimethylsulfoxide (DMSO, vehicle control), TGF-β, or TGF-β+2APB for 24 h (Supplementary Figure 3A). 

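Principal components were computed from the 500 most variable genes after DESeq2's rlog transform of the counts of the 6 libraries. The first component (PC1) carried 87.6% of the variance and the second (PC2) 8.83%. On PC1 the DMSO replicates lay at -40.2 and -39.7, the TGF-β replicates at 10.2 and 14.1, and the TGF-β+2APB replicates at 29.9 and 25.6. On PC2 the TGF-β+2APB replicates lay at -3.53 and 17.9. In Euclidean distance over the same genes, the DMSO replicates were 6.67 apart, the TGF-β replicates 10.3 and the TGF-β+2APB replicates 25.1. Replicate 1 of TGF-β+2APB was nearer to replicate 2 of TGF-β, at 21.6, than to the other replicate of its own group. Of the 100 genes with the largest loadings on PC2, 58 had at least 4 times more normalized counts in replicate 2 of TGF-β+2APB than in replicate 1. Over all tested genes, the SD of the log2 difference between the replicates was 0.33 for DMSO, 0.57 for TGF-β and 0.78 for TGF-β+2APB. PC1 moved most when all tested genes were used in place of the 500, to 79.9%.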

Principal component analysis (PCA) plot (Supplementary Figure 4) generated from the RNA-seq data indicated that the replicates clustered together by treatment groups (DMSO, TGF-β and 2APB+TGF-β treatment groups), as expected. 

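In the comparison of TGF-β with DMSO, 5548 genes were differentially expressed, 2914 higher and 2634 lower. With TGF-β+2APB against DMSO, 7044 genes were called, 3414 higher and 3630 lower. The direct comparison of TGF-β+2APB with TGF-β called 2334 genes, 879 higher and 1455 lower. The split depended on the scaling. With library size scaling in place of TMM, TGF-β against DMSO gave 2832 higher and 2875 lower, so the larger side changed. By that scaling TGF-β+2APB gave 3122 higher and 4059 lower against DMSO, and 873 and 1809 against TGF-β. With the replicate number fitted as a block, the 3 comparisons gave 4737, 6358 and 1342 genes, of which 4704, 6334 and 1332 were also called without the block. The replicate numbers were checked for an effect shared across the groups. The log2 difference between replicates correlated across genes, which are not independent replicates, with a Pearson r of 0.148 between DMSO and TGF-β, -0.458 between DMSO and TGF-β+2APB and -0.255 between TGF-β and TGF-β+2APB. The counts moved most when a log2 fold change of at least 1 in size was also required for the comparisons with DMSO, to 2117 and 3029 genes, and with an FDR of 0.01 or less for the direct comparison, to 601 genes.
The 3 largest rises and falls in each comparison, by fitted log2 fold change, were taken among called genes with the same sign in both same-numbered replicates. This ranking can place genes with no count in 1 group above larger measured changes. With TGF-β, for example, Ttr had a fold change of -1005 and was not among the 3. Tmem119, Ntsr1 and Lce1f had no count in DMSO and were at least 214.9-fold, 213.8-fold and 155.4-fold higher with TGF-β. Tff3, Eps8l3 and Apoc1 had no count with TGF-β and were at least 254.1-fold, 58.5-fold and 44.4-fold lower than in DMSO. The edgeR FDR of Tff3 was 0.00233, with a range of 0.000227 to 0.126 over the alternatives, the highest from DESeq2 with the prior, which did not call it. With TGF-β+2APB, Ntsr1 was at least 562.6-fold higher than in DMSO, and Fga, Apoa1 and Cyp4a12a were at least 569.8-fold, 3354-fold and 2448-fold lower. Smr3a and Spt1 were at least 738.1-fold and 333.2-fold higher (edgeR quasi-likelihood FDR 0.033 and 0.0452), but the TGF-β replicates differed in both, with 0 counts in replicate 1 and 578 and 558 in replicate 2. The replicate block left the FDR of Smr3a at 0.0375 and moved that of Spt1 to 0.0635, past the threshold, by the same test. DESeq2 with the prior called neither, and over the alternatives the FDR ranged from 1.35e-07 to 0.472 for Smr3a and from 4.18e-07 to 0.53 for Spt1, whose call was kept in 3 of 8. Scgb1b20 had no count in DMSO, 0 and 4 with TGF-β, and 56 and 92 with TGF-β+2APB. It was thus counted in the same libraries as Smr3a and Spt1. Aqp8 and Abcg8 had 0 counts with TGF-β, and only 4 and 16, and 4 and 6, with TGF-β+2APB. Against TGF-β, Aqp8 and Abcg8 were at least 3.17-fold and 1.59-fold higher with TGF-β+2APB and Scgb1b20 rose by a log2 fold change of 5.09. Their edgeR FDR was 0.0479, 0.0288 and 0.0349 in that order and 0.077, 0.0646 and 0.0648 with the replicate block, with ranges of 0.00582 to 0.139, 0.0256 to 0.155 and 7.56e-05 to 0.0648 over the alternatives, of which 2, 5 and 4 of 8 kept the call. Fga, Pcdh10 and Cyp4a12b had no count with TGF-β+2APB and were at least 27.1-fold, 17.6-fold and 10.1-fold lower.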

Differential expression analysis revealed that there were 5,992 genes significantly altered in TGF-β treatment relative to DMSO, and this number increased to 7,326 when 2APB was added to TGF-β (Supplementary Figure 3B). Of these 7,326 genes, 5,185 were also differentially expressed in response to TGF-β alone (Supplementary Figure 3B, 3C). Therefore, 2,141 genes were uniquely altered in expression due to 2APB+TGF-β alone. 

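By the same edgeR calls, 4825 genes were differentially expressed in both comparisons with DMSO, which is 68.5% of the genes called with TGF-β+2APB and 87% of those called with TGF-β. If the lists were independent, 2927 shared genes would be expected, although both comparisons used the same DMSO libraries. The replicate block gave 4136 shared genes. The number moved most when a log2 fold change of at least 1 in size was also required in each comparison, to 1888.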

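A further 2219 genes passed the FDR threshold only with TGF-β+2APB, and 723 only with TGF-β. The 2219 became 4626 in fits of only the 4 libraries compared. They became 1141 when a log2 fold change of at least 1 in size was also required. Of the 2219 genes, 1926 (86.8%) changed in the same direction with TGF-β without passing the threshold. A difference between the treatments was tested directly in TGF-β+2APB against TGF-β, where 702 of the 2219 were called.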

Of the genes that were upregulated in both comparisons (3,105 with TGF-β only and 3,671 with 2APB+TGF-β), there was a substantial overlap between the two (2,516 genes were common to both datasets). This left 1,155 genes that were unique to the 2APB+TGF-β dataset. Similarly, of the differentially downregulated genes (2,887 with TGF-β and 3,655 with 2APB+TGF-β), 2,606 genes overlapped in both datasets. 

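Genes called higher in both comparisons numbered 2428, or 2104 with the replicate block, and another 986 were called higher only with TGF-β+2APB. The 986 became 2240 in fits of only the 4 libraries compared and 436 with a log2 fold change of at least 1 in size.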

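In the present calls 2340 genes were lower in both comparisons (1993 with the replicate block) and 1290 were lower only with TGF-β+2APB. In 57 genes the called changes were opposite in sign.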

We generated network maps and functional analyses of differentially expressed genes in all three comparisons (TGF-β vs DMSO, TGF-β+2APB vs DMSO, and TGF-β vs TGF-β+2APB) using QIAGEN's Ingenuity Pathway Analysis (IPA) software. All three comparisons generated the same top 5 significantly altered gene ontologies that are important for EMT, namely cell movement, cellular development, cell-to-cell signaling and interaction, cell growth and proliferation, and cell death and survival, although with different numbers of molecules in each category (Supplementary Figure 3D). 

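Across all tested genes the log2 fold changes against DMSO of TGF-β and of TGF-β+2APB correlated with a Pearson r of 0.868 and a Spearman rho of 0.785, where genes are not independent replicates. The Pearson value was 0.873 with the replicate block. Both changes share the DMSO libraries, so each treatment was also set against a different DMSO replicate, which gave 0.794 and 0.879. The value moved most when all genes with any count were included, to 0.728. Of the genes called with TGF-β, 96.6% changed in the same direction with TGF-β+2APB, and the slope of the second change on the first through 0 was 1.18. Among the 4768 genes called in the same direction in both, the change was larger with TGF-β+2APB in 3559 (74.6%). Of the genes called both with TGF-β against DMSO and in the direct comparison, 1134 moved further in the direction of TGF-β on addition of 2APB and 411 moved back.

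**Figure D1:**
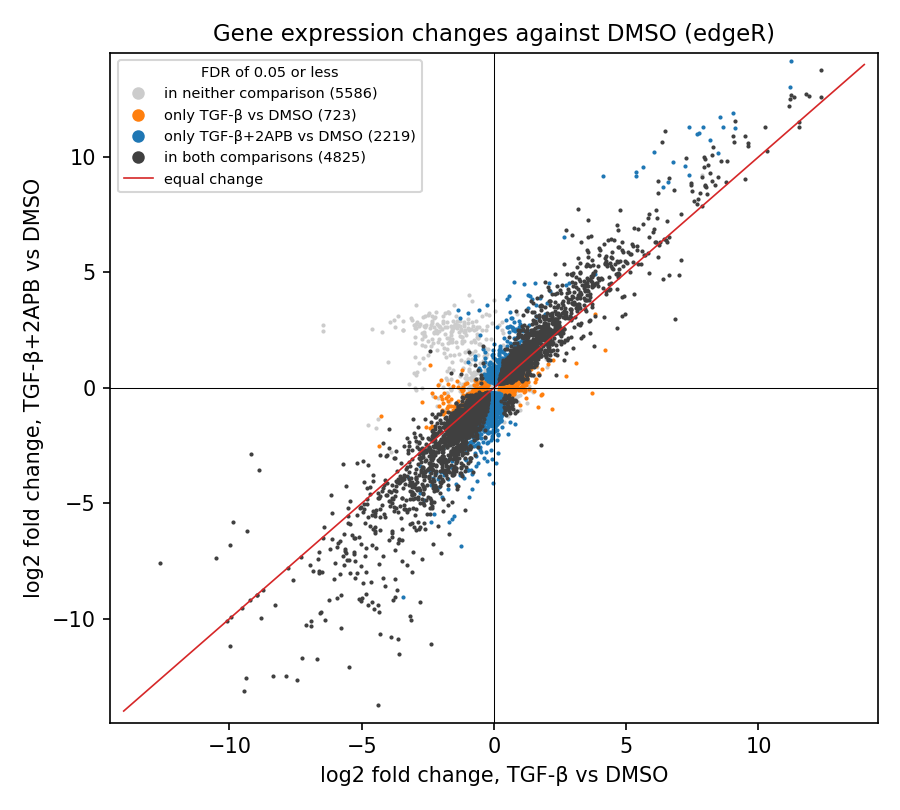
Log2 fold change of each tested gene with TGF-β+2APB against DMSO (vertical axis) by its log2 fold change with TGF-β against DMSO (horizontal axis), coloured by the comparisons in which it passed an FDR of 0.05. The 4825 genes called in both lie mainly along the red line of equal change, and the 5586 called in neither include a group at the upper left.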

Overall, 2APB and TGF-β treatment appears to result in a set of gene expression changes similar to the changes due to TGF-β alone. The full list and IPA analyses are available as Supplementary Files 1 and 2.

We and others previously showed that blocking SOCE leads to loss of the EMT phenotype [16, 19]. To understand the effects of 2APB in altering the TGF-β response, we investigated which genes had an increased expression with TGF-β, but were then decreased in response to 2APB (an “Up-Down” pattern). Similarly, we also looked for genes that had reduced expression in response to TGF-β but then increased with 2APB (“Down-Up” pattern). We reasoned that these reciprocal gene expression changes might be reflective of the reversion of the mesenchymal phenotype seen after TGF-β induction. We found 739 genes that showed the “Up-Down” pattern, and 853 genes in the “Down-Up” group (Figure 2A, 2B). 

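The paper's rule was applied to DESeq2 log2 fold changes with the fold change prior. It divides the change from DMSO to TGF-β by the change from TGF-β to TGF-β+2APB and keeps ratios between -1.5 and -0.5 for genes with a mean of at least 10 normalized counts. It involves no test. Of 14225 genes that met the count minimum, 815 were Up-Down and 935 Down-Up, together 12.3%. The median log2 fold change with TGF-β was 0.26 in size for the Up-Down genes and 0.27 for the Down-Up genes. By edgeR's quasi-likelihood test, 166 Up-Down genes (20.4%) and 71 Down-Up genes (7.59%) passed the FDR threshold in both steps, and 551 (67.6%) and 786 (84.1%) passed it in neither. Requiring both calls was the alternative that moved the numbers most. Ratios from edgeR log2 fold changes with the replicate block gave 835 and 1054 genes. The TGF-β libraries enter both steps, and 441 Up-Down and 390 Down-Up genes were selected with either TGF-β replicate left out as well as with all libraries. In 20 simulations 2APB changed no gene, and TGF-β changed only the genes called with it. The rule kept 2163 genes on average there, against 1620 in the data among the same genes.

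**Figure D2:**
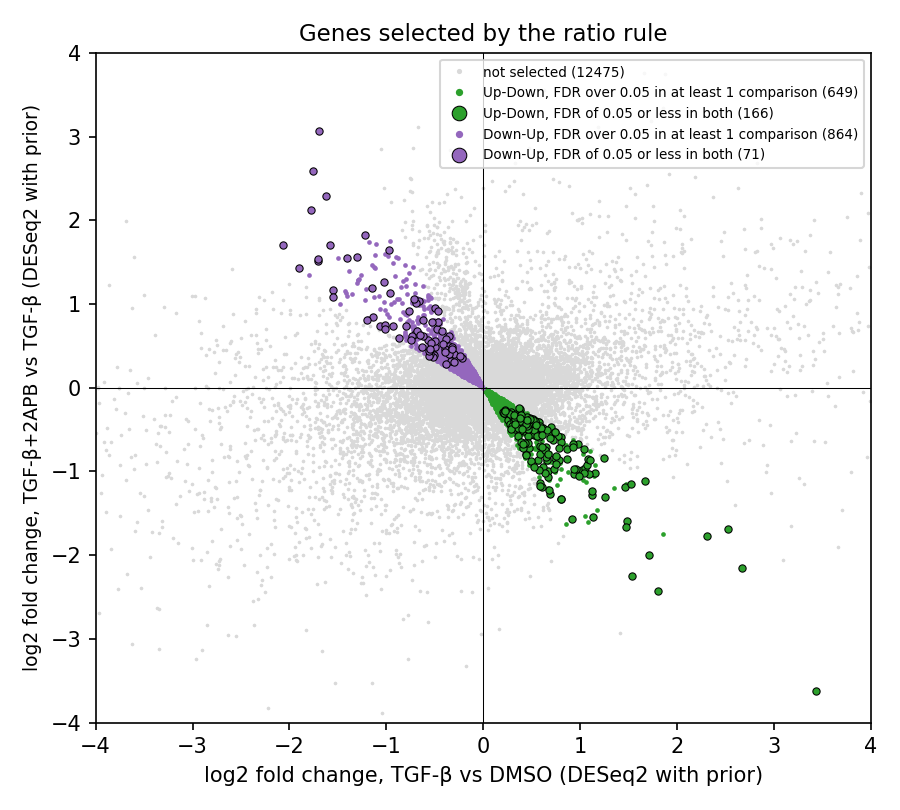
Log2 fold change from TGF-β to TGF-β+2APB (vertical axis) by that from DMSO to TGF-β (horizontal axis), both from DESeq2 with the prior, for the 14225 genes the rule could select, with 201 genes outside the axes. Green and purple points are Up-Down and Down-Up genes, and the larger outlined points are the 166 and 71 with an edgeR FDR of 0.05 or less in both comparisons.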

Gene ontology (GO) analysis of both the Up-Down and Down-Up genes resulted in top 5 significantly altered gene categories very similar to that of the overall analysis, namely, DNA replication, recombination and repair, cell cycle, cellular development, cell morphology, and cellular assembly and organization (Figure 2B, top panel). Genes that were downregulated with TGF-β but then upregulated with 2APB addition, and vice versa, included many of the same categories as above (Figure 2B, lower panel). Of note in this category is *Klf4*, which acts as a transcriptional activator of epithelial genes and as a repressor of mesenchymal genes [25]. *Klf4* is downregulated around 2-fold by TGF-β addition, and is upregulated with 2APB and TGF-β (~4 fold) (Supplementary File 1). 

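Klf4 lies on chromosome 4 from 55527143 to 55532466 on the minus strand. Its normalized count was 1117 ± 43.2 (SD, n = 2) in DMSO, 470.5 ± 101 (SD, n = 2) with TGF-β and 1696 ± 23.7 (SD, n = 2) with TGF-β+2APB. The change with TGF-β was a log2 fold change of -1.248 (SE 0.16, fold change -2.38, edgeR quasi-likelihood FDR 0.00208). From TGF-β to TGF-β+2APB it was 1.85 (SE 0.16, fold change 3.61, edgeR FDR 0.00375). With TGF-β+2APB the count stood above that of DMSO, by a log2 fold change of 0.60 (SE 0.15, edgeR FDR 0.0191). With the replicate block the edgeR FDR of these changes was 0.00721, 0.0165 and 0.0358. With each library left out in turn the change with TGF-β stayed between -1.48 and -1.04, and the change on addition of 2APB between 1.65 and 2.09.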

Several integrins and other cytoskeletal genes are downregulated with TGF-β but seem to be increased in expression with 2APB and TGF-β (Supplementary File 1). These categories are seen in the GO analysis of the changes caused by TGF-β alone, (Supplementary Figure 3D), but change in an opposite fashion.

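Of 29 genes listed as integrins by their symbols, 26 had enough counts to be tested. The list includes 3 binding protein genes, which are not integrin subunits. In the main setting the 23 tested subunit genes gave the same numbers of calls as the 26. With TGF-β against DMSO, 11 were differentially expressed (11 with the FDR over the list alone), 9 higher and 2 lower, against 8 higher and 2 lower with library size scaling. With TGF-β+2APB against TGF-β, 6 were called (7 with the FDR over the list alone), 2 higher and 4 lower, and 8 with library size scaling, 2 higher and 6 lower. The replicate block left 10 genes with TGF-β and 2 in the direct comparison, where DESeq2 called 10. No integrin was called lower with TGF-β and then higher with TGF-β+2APB, and 0 were so at an unadjusted p under 0.05 in both steps by edgeR's quasi-likelihood test. The reverse, higher and then lower, was called for Itga3 and Itga11.
Itga3 (chromosome 11, 95044474 to 95076801) rose with TGF-β by a log2 fold change of 1.52 (SE 0.12, edgeR FDR 0.000469) and fell by 0.60 on addition of 2APB (SE 0.12, edgeR FDR 0.0255, with a range of 0.000225 to 0.0757 over the alternatives, 0.0622 with the replicate block). Itga11 (chromosome 9, 62677826 to 62783982) rose by 3.28 (SE 0.29, edgeR FDR 0.000632) and fell by 1.10 (SE 0.26, edgeR FDR 0.0392, with a range of 0.0165 to 0.0932, the highest with the replicate block). Itga5 had the largest rise with TGF-β, a log2 fold change of 3.67 (SE 0.11), and rose by a further 0.95 on addition of 2APB (SE 0.10, edgeR FDR 0.00494). Itga1 fell by 3.06 with TGF-β (SE 0.18) and by a further 2.14 (SE 0.19, edgeR FDR 0.00398). Itgb4 was the other gene lower with TGF-β, with a log2 fold change of -0.75 (SE 0.10, edgeR FDR 0.00245), and its change on addition of 2APB, -0.32 (SE 0.10, edgeR FDR 0.0777, with a range of 0.0357 to 0.185 over the alternatives), was not called by edgeR in its main setting, while both DESeq2 settings and edgeR with library size scaling called it.

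**Figure D3:**
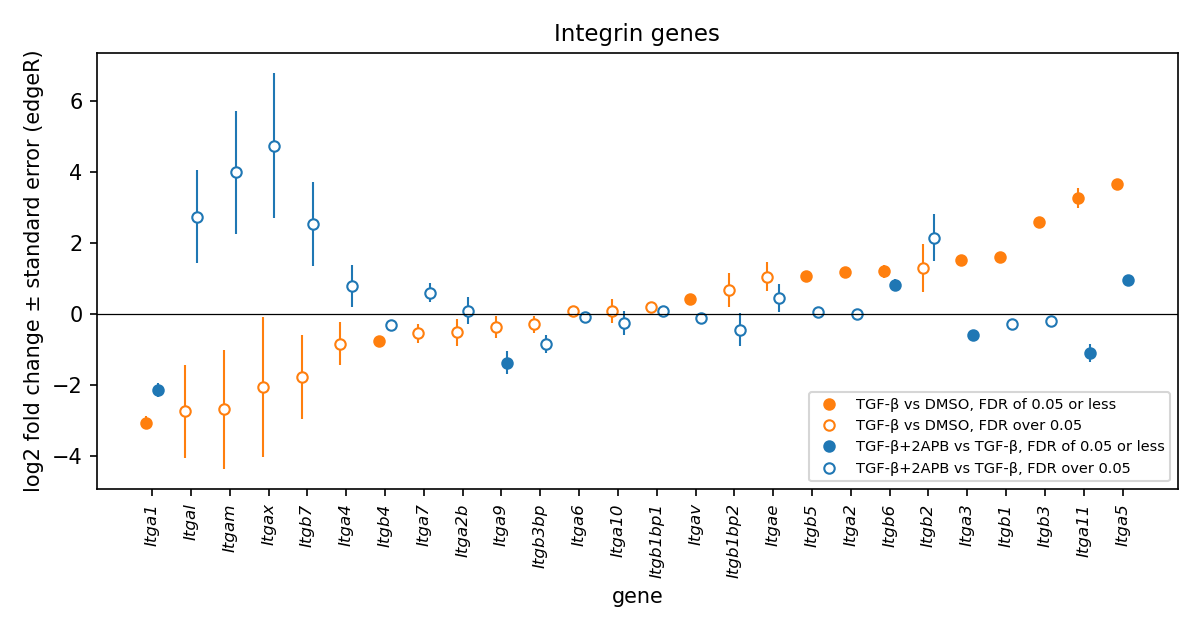
Log2 fold change with its standard error of the 26 tested genes of the integrin list, binding protein genes included. Orange is TGF-β against DMSO and blue is TGF-β+2APB against TGF-β, where filled points have an edgeR FDR of 0.05 or less. The filled points are 11 in orange and 6 in blue, and no gene has a filled orange point below 0 with a filled blue point above 0.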

**Figure 2:**
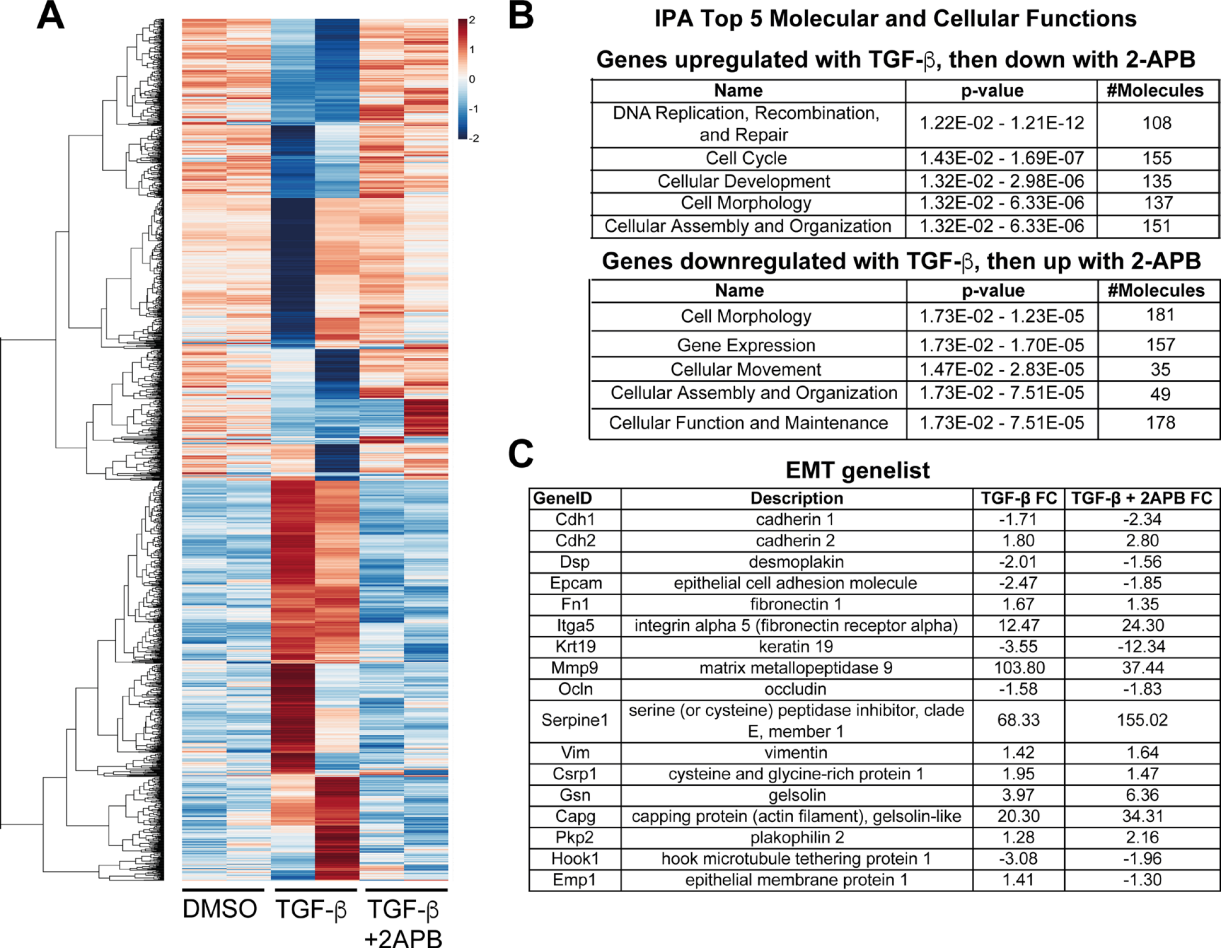
Reversal of gene expression comparing TGF-β to TGF-β+2APB treatments (**A**) RNA isolated from NMuMG cells treated with DMSO, TGF-β or TGF-β+2APB was sequenced, and gene expression changes calculated (see Supplementary Figure 1 and methods for details). Using this gene list, we extracted genes with expression changes when treated with TGF-β that were reversed by the addition of 2APB. We selected genes that had a range of ratio values of –1.5 to –0.5 and hierarchical clustering of their Pearson correlation values was performed using the aheatmap function in the R package NMF v0.20.6. (**B**) Genes that were upregulated with TGF-β addition, and then downregulated with 2APB addition were analyzed using IPA. The top five scoring hits in these categories using IPA are shown, together with significance scores (*p*-values) and the number of genes included in each class. A similar analysis was conducted with genes that were downregulated with TGF-β, but then reversed (up-regulated) with 2APB, and analyzed with IPA as above. (**C**) A subset of EMT-linked genes and their fold changes with TGF-β and TGF-β+2APB.

Interestingly, we noted upregulation of EMT-promoting genes with 2APB and TGF-β addition, including *Osm* [26, 27], *Msi1* [28] and 2*610018G03Rik* (*Mst4*) [29]. 

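Osm lies on chromosome 11 from 4236420 to 4241026. The deposited counts of Osm in the replicates were 2 and 0 in DMSO, 8 and 6 with TGF-β, and 84 and 124 with TGF-β+2APB, at least 33.2-fold higher than in DMSO. From TGF-β to TGF-β+2APB its log2 fold change was 3.85 (SE 0.62, edgeR quasi-likelihood FDR 0.0144, 0.0471 with the replicate block). Msi1 (chromosome 5, 115429599 to 115455698) was counted 4 and 2 times in DMSO, 12 and 6 times with TGF-β, and 80 and 68 times with TGF-β+2APB. Its log2 fold change was 4.54 against DMSO (SE 0.52, edgeR FDR 0.00102) and 3.01 against TGF-β (SE 0.46, edgeR FDR 0.0129, 0.0286 with the replicate block). The gene model 2610018G03Rik, without a position in the annotation used, had 8 and 6 counts in DMSO, 18 and 20 with TGF-β, and 142 and 68 with TGF-β+2APB. Its log2 fold change was 3.86 against DMSO (SE 0.51, edgeR FDR 0.00167) and 2.43 against TGF-β (SE 0.46, edgeR FDR 0.0214, with a range of 0.000775 to 0.0579 over the alternatives and 0.0509 with the replicate block). None of these genes passed the threshold with TGF-β alone, where the edgeR FDR of Osm, Msi1 and 2610018G03Rik was 0.0585, 0.0763 and 0.0729, all with an unadjusted p under 0.05.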

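Reln lies on chromosome 5 from 21884454 to 22344702 on the minus strand. In the replicates it was counted 6 and 6 times in DMSO, 18 and 14 times with TGF-β, and 66 and 102 times with TGF-β+2APB. The log2 fold change of Reln from TGF-β to TGF-β+2APB was 2.36 (SE 0.37, edgeR quasi-likelihood FDR 0.014, 0.0436 with the replicate block). By size it ranked 46 among the 879 genes higher in this comparison, and 68 of 1416 by DESeq2 with the fold change prior. Against DMSO the log2 fold change of Reln was 3.75 (SE 0.41, edgeR FDR 0.000859), which ranked 297 of 3414, and 306 of 3679 by DESeq2 with the prior. With TGF-β alone it was 1.39 (SE 0.42, edgeR FDR 0.0446, with a range of 0.0439 to 0.139 over the alternatives), a call kept by 2 of 8 alternatives at the same threshold.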

On the other hand, one of the top ten genes that is upregulated with 2APB during TGF-β induced EMT was *Reln*, which was previously shown to prevent TGF-β induced migration [30]. This suggested a potential mechanism for 2APB-dependent reversal of TGF-β induced migration, and further supports a role for calcium signaling in EMT. Consistent with the increase in *Snai1* transcription and no loss of SNAI1 protein (Figure 1), TGF-β –dependent expression of *Snai1* target genes were maintained even with 2APB treatment. 

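Cdh1 lies on chromosome 8 from 106603351 to 106670246, and Krt19 on chromosome 11 from 100140810 to 100148665 on the minus strand. The normalized count of Cdh1 was 90890 ± 409 (SD, n = 2) in DMSO, 52930 ± 8040 (SD, n = 2) with TGF-β and 38060 ± 4244 (SD, n = 2) with TGF-β+2APB. Against DMSO its fold change was -1.72 with TGF-β (log2 -0.78, SE 0.13, edgeR quasi-likelihood FDR 0.0055) and -2.39 with TGF-β+2APB (log2 -1.26, SE 0.13, edgeR FDR 0.000682). The direct comparison of the treatments gave a log2 fold change of -0.48 for Cdh1 (SE 0.13, edgeR FDR 0.057, with a range of 0.00913 to 0.132 over the alternatives), which edgeR in its main setting did not call, while both DESeq2 settings and edgeR with library size scaling did. The normalized count of Krt19 was 43630 ± 2103 (SD, n = 2), 10640 ± 2640 (SD, n = 2) and 2564 ± 1240 (SD, n = 2) in the same order. Its fold change was -4.10 with TGF-β (log2 -2.04, SE 0.35, edgeR FDR 0.00659) and -17.0 with TGF-β+2APB (log2 -4.09, SE 0.39, edgeR FDR 0.000492). Between the treatments the log2 fold change of Krt19 was -2.05 (SE 0.36, edgeR FDR 0.0174, 0.0474 with the replicate block, with a range of 7.06e-05 to 0.0506 over the alternatives).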

For example, *Snai1* target genes *Cdh1* [12] and *Krt19* [31] displayed a fold change of –1.7 and –3.55 respectively with TGF-β treatment, and decreased to –2.34 and –12.34 with TGF-β+ 2APB treatment (Figure 2C). This is consistent with our data that SNAI1 protein levels are unaffected with 2APB addition (Figure 1D).

### 2APB activates AKT signaling in response to TGF-β, resulting in increased NF-κB at the *Snai1* promoter

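Supplementary Figure 5 names 22 genes, of which 21 had enough counts to be tested with TGF-β+2APB against TGF-β. The edgeR quasi-likelihood test called 20 of them, 7 higher and 13 lower, in each scaling tried, and all 21 with the FDR over the list alone. Because the paper drew this list from its own calls on these data, the numbers show no stability. The replicate block called 13, and an FDR of 0.01 or less, which moved the number most, 9. The gene not called was Ecscr, with a log2 fold change of -2.65 (SE 0.74, edgeR FDR 0.0632, with a range of 0.00796 to 0.146 over the alternatives), and both DESeq2 settings called it. Among the genes that fell, Ndnf had a log2 fold change of -3.54 (SE 0.20, edgeR FDR 0.00234) and Gas2 of -2.15 (SE 0.13, edgeR FDR 0.0027). The largest rise was that of Crabp2, at 3.38 (SE 0.60, edgeR FDR 0.0184, with a range of 0.000231 to 0.0528 over the alternatives, the highest with the replicate block), followed by Kcnab2, at 3.36 (SE 0.53, edgeR FDR 0.0139). Against DMSO, 16 of the 21 genes were called with TGF-β and all 21 with TGF-β+2APB. The upstream regulators and scores of IPA were not analysed here.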

Comparison of differentially regulated gene networks between TGF-β and TGF-β+2APB treatments using IPA revealed significant changes in the AKT signaling pathway (Supplementary Figure 5). AKT signaling has been previously shown to be involved in both EMT [32, 33] and in regulation of *Snai1* expression through affecting the transactivation potential of NF-κB, including binding to the *Snai1* promoter and increasing its transcription [34–36]. Further, calcium is known to modulate AKT phosphorylation [37]. To test whether the AKT pathway was involved in the increase in *Snai1* transcription seen with 2APB and TGF-β addition, we treated NMuMG cells with Akti-1/2, a potent and selective dual Akt1 and Akt2 inhibitor [38]. There was little to no change in *Snai1* transcription both with Akti-1/2 with DMSO, or in combination with 2APB (Figure 3A). However, when used in combination with TGF-β treatment, or with 2APB+TGF-β, there was a significant decrease in *Snai1* expression (Figure 3A), suggesting that the AKT pathway is required for TGF-β dependent *Snai1* transcription. Similar results were observed when the cells were treated with the inhibitor ACHP [39], which interferes with the DNA binding ability of NF-κB (Figure 3B).

**Figure 3:**
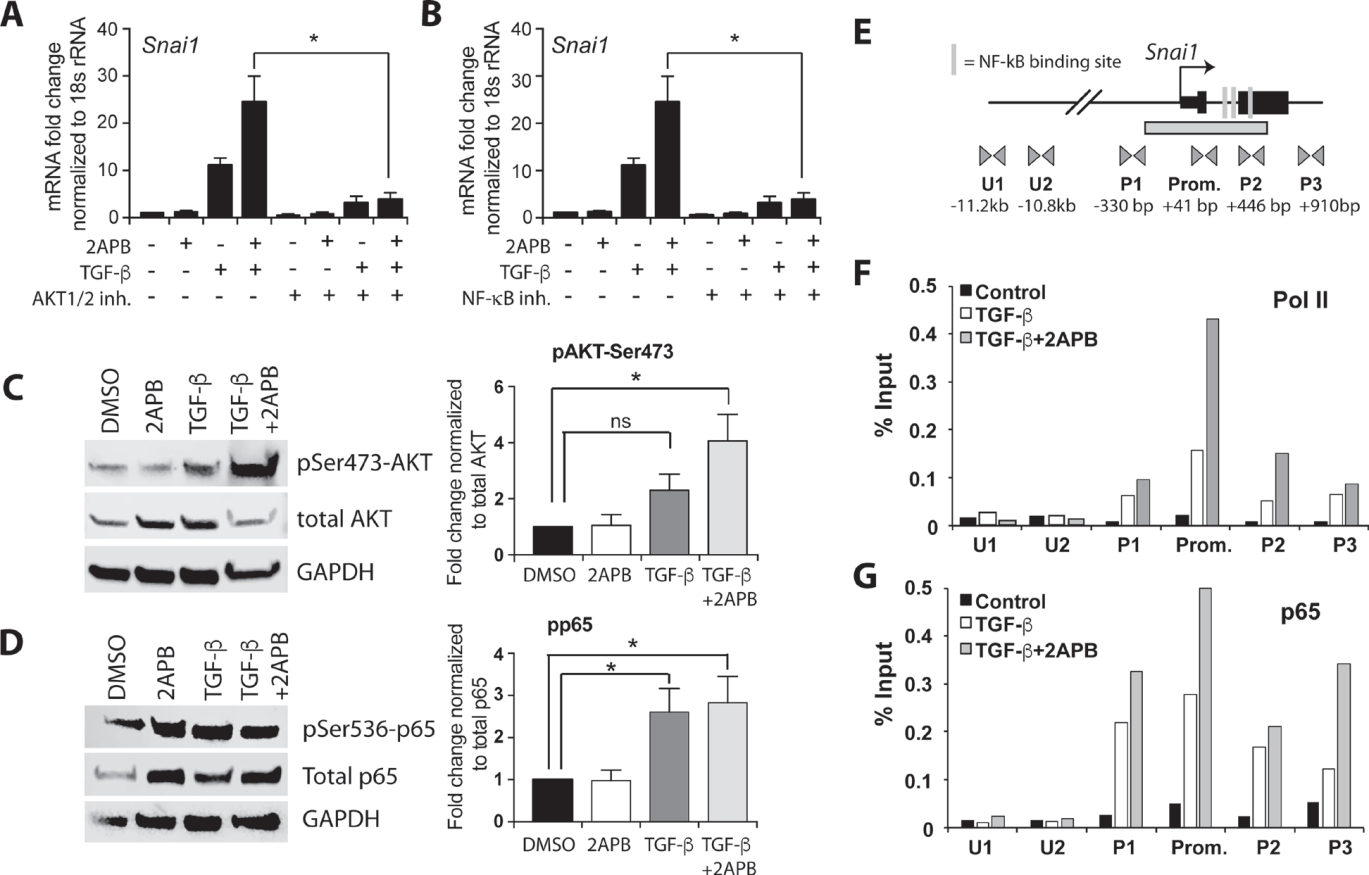
2APB increases TGF-β dependent activation of the AKT pathway and recruitment of NF-κB and Pol II to the *Snai1* promoter (**A**) NMuMG cells were serum starved for 4 hours and then treated with 2APB for 24 hours. At 18 hours, the cells were treated with 50 uM of the NFKB inhibitor ACHP for a 4-hour pretreatment before addition of TGF-β at 22 hours. (**B**) NMuMG cells were serum starved for 4 h and then treated with 10 uM of the inhibitor at 20 hours for a 2-hour pretreatment before the TGF-β treatment at 22 hours for 2 hours. (**C**) NMuMG cells were serum-starved for 4 h, and then treated with DMSO, 2APB, TGF-β or TGF-β+2APB for 24 h. Protein isolation from these cells followed by immunoblotting using antibodies to phospho- AKT^Ser473^, total AKT, and GAPDH. Data are representative of 3–4 independent biological replicates. Bar graphs next to the image represent the quantitation of blots using LiCOR image software, and statistical analyses performed using GraphPad Prism. ^*^= *p*-value ≤ 0.05. (**D**) The samples from (C) were immunoblotted for phospho-p65^Ser536^, total p65 (RelA subunit of NF-κΒ), and normalized to GAPDH as above. (**E**) Schematic representation of the primer sets used in chromatin IP covering ~3.8 Kb of the *Snai1* promoter region. The putative NF-κΒ binding sites are depicted as vertical lines. Locations of primer sets are indicated below the gene, as are the distances between the primer pairs in bp. (**F**) Chromatin immunoprecipitation (ChIP) was performed using antibodies against Pol II and p65, with IgG as a negative control. real-time PCR amplification of ChIP DNA across the *Snai1* locus reveals a peak of Pol II over the promoter region encompassed by primer set ‘Prom.’ in cells treated with TGF-β (white bars). This peak increases with 2APB treatment (grey bars). No discernable Pol II signal is noted in the vehicle (DMSO) treated cells (black bars). (**G**) While no p65 is apparent in DMSO treated cells, there is increased association of p65 at the *Snai1* promoter DNA with addition of TGF-β and with TGF-β+2APB. All data are representative of three independent biological replicates.

As the phosphorylated form of AKT is indicative of activity in these pathways, we examined levels of total and phosphorylated AKT using immunoblotting (Figure 3C). Specifically, we investigated a form of AKT phosphorylated at serine 473 (AKT^Ser473^) [40], and found increased levels upon TGF-β treatment, which were not diminished with the addition of 2APB (Figure 3C). 

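The transcripts of Rictor, Mtor, Akt1, Akt2 and Rela all had at least 3988 counts in each library. None of these genes was called with TGF-β against DMSO or with TGF-β+2APB against TGF-β. Rictor had a log2 fold change of 0.19 (SE 0.20, edgeR quasi-likelihood FDR 0.503) with TGF-β and of 0.14 (SE 0.20, edgeR FDR 0.669) from TGF-β to TGF-β+2APB. For Mtor the corresponding values were 0.23 (SE 0.08, edgeR FDR 0.0731, unadjusted p 0.0338 by the same test) and 0.09 (SE 0.08, edgeR FDR 0.484). With TGF-β+2APB against DMSO, Mtor was higher by a log2 fold change of 0.32 (SE 0.08, edgeR FDR 0.0205, 0.0427 with the replicate block). With the FDR over the list of AKT and mTOR genes alone, Mtor was not called. Rictor had a log2 fold change of 0.32 in that comparison (SE 0.20, edgeR FDR 0.228) and was not called. Its FDR ranged from 0.00309 to 0.352 over the alternatives, of which 8 of 9 left it uncalled. Akt1, with a normalized count of 27580 ± 2589 (SD, n = 2) with TGF-β, had a log2 fold change of -0.20 (SE 0.09, edgeR FDR 0.17) between the treatments. Against DMSO that of Akt1 with TGF-β+2APB was 0.00, and -0.06 with library size scaling. Between the treatments the log2 fold change was -0.11 for Akt2 (SE 0.12, edgeR FDR 0.575) and -0.09 for Rela (SE 0.09, edgeR FDR 0.543).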

Examination of our RNA-sequencing data did not reveal significant mRNA changes in Rictor or mTOR genes, which are known to phosphorylate AKT^Ser473^, nor was there a change in levels of total AKT, although it is quite possible that protein levels might be increased. Regardless, it seemed likely that the AKT^Ser473^ isoform is able to sustain and increase *SNAI1* transcription through downstream signaling, possibly through NF-κB transactivation as previously reported [35, 36, 40]. Further, IPA analysis listed RICTOR as one of the top 5 sets of upstream regulatory pathways in the genes that were upregulated specifically with 2APB+TGF-β alone (Supplementary File 2). Phosphorylation of the RelA (p65) subunit of NF-κB leads to the recruitment of transcriptional coactivators such as CBP/p300, and enhances NF-κB dependent transcription [41, 42]. To test whether 2APB addition changed protein levels of p65, we used antibodies specific to total and phosphorylated p65. While TGF-β induced a significant increase in phospho-p65 relative to total p65, we observed no significant loss or gain in p65 phosphorylation when comparing TGF-β to 2APB and TGF-β treatments (Figure 3D).

As the AKT pathway is actively involved in NF-κB regulation, specifically stimulating its transactivation potential in the nucleus [35, 36], we sought to determine whether increased expression of *Snai1* might be due to direct and increased binding of p65 at its promoter. Therefore, we performed chromatin immunoprecipitation (ChIP) of p65 and the RNA polymerase II (Pol II) enzyme [43, 44] using primers designed across the *Snai1* promoter, gene body, and in a region ~11kb upstream from the Snai1 transcription start site (Figure 3E). We found that relative to DMSO-treated cells, there is increased association of Pol II at the promoter region of *Snai1* at 2 h after addition of TGF-β (Figure 3F). The amount of Pol II at the *Snai1* promoter is further increased with the addition of 2APB relative to TGF-β alone, consistent with increased transcription from the *Snai1* promoter (Figure 1A). Next, the binding of p65 at the promoter is increased in cells treated with TGF-β, and even more so with addition of 2APB (Figure 3G), suggesting that p65 activation in response to 2APB is responsible for the increased *Snai1* transcription. Thus, the AKT and NF-κB pathway activation appears to be responsible for the increased activation of *Snai1* induced by TGF-β in the presence of 2APB.

### ORAI3 and STIM1 mediate TGF-β -induced *Snai1* expression

While our data suggested that AKT and NF-κB were involved in the amplified TGF-β dependent *Snai1* transcription in response to 2APB, how this signal is transmitted to the nucleus to regulate gene transcription was still unclear. While 2APB is a widely used SOCE inhibitor known to block calcium signaling through ORAI1 and ORAI2 channels, some studies have suggested that 2APB increases calcium entry through the closely related ORAI3 channel that is activated by its interaction with the stromal interaction molecule 1 (STIM1) [45, 46]. STIM1 and STIM2 are important components of SOCE and integral type I membrane proteins of the endoplasmic reticulum (ER). Further, we noted that SKF decreases the expression of TGF-β induced *Snai1* (Supplementary Figure 1), suggesting involvement of SOCE channels and STIM1.

To test whether calcium influx through ORAI and STIM proteins is required for *Snai1* expression, we knocked down *Orai1*, *Orai3, Stim1* and *Stim2* using siRNA in NMuMG (Figure 4A–4D) and MDA-MB-231 cells (Figure 4E–4H). We induced *Snai1* expression as before, through addition of TGF-β for 2 h. We then measured RNA and protein expression to validate knockdown (Figure 4). All 4 targets were significantly knocked down as seen by measurement of RNA (Figure 4A–4H, black bars) and protein (Supplementary Figure 7). We next measured if TGF-β induction of *Snai1* transcription was affected by the knockdowns relative to the siControl treatments. Of the four knockdowns tested, only loss of ORAI3 and STIM1 impact expression of *Snai1* in response to TGF-β treatment (Figure 4, gray bars), which is consistent with the results seen with 2APB and SKF treatments. TGF-β dependent *Snai1* transcription was maintained even with a partial knockdown of *Orai1* (Figure 4A) unlike with *Stim1* and *Orai3*. Further, we found no significant changes in any of the other EMT factors in response to knockdown of these channel proteins (Supplementary Figure 6), suggesting their specific influence on *Snai1* transcription.

**Figure 4:**
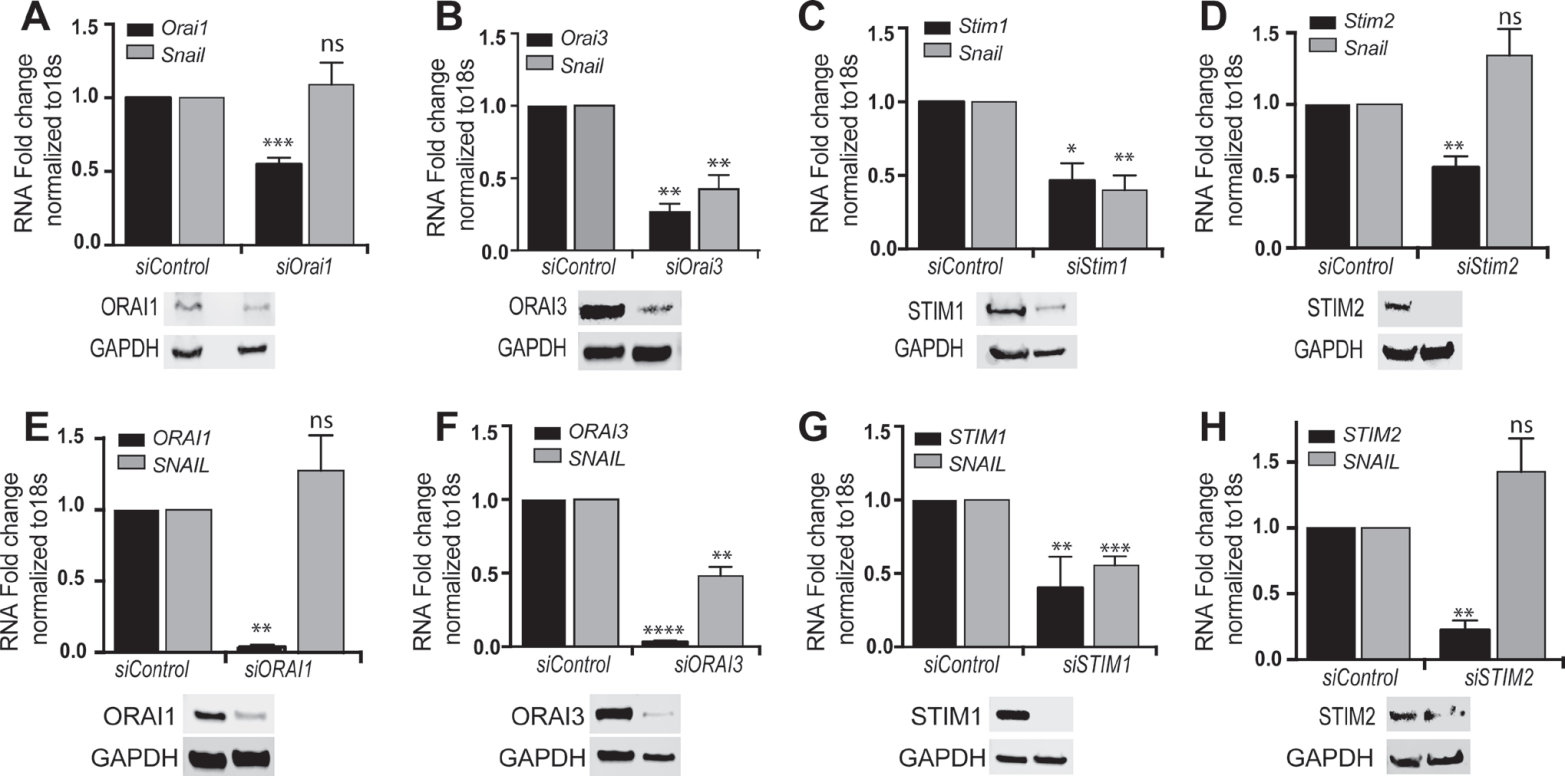
Orai3 and Stim1 silencing blocks TGF-β induced *SNAI1* transcription NMuMG (**A**–**D**) or MDA-MB-231 (**E**–**H**) cells were transfected with indicated *siRNAs* for 96 h using a final concentration of 100 picomoles of siRNA. The cells were treated with TGF-β for 2 h prior to RNA and protein isolation. RNA was converted to cDNA and RT-PCR performed to analyze both the gene knockdown efficiency for each gene, and Snai1 transcript levels. Western blots were performed against each protein to test efficiency of knockdown and normalized using GAPDH. All data are representative of at least 3 biological replicates (See Supplementary Figure 7 for quantitation). Statistical analyses were performed with Graphpad Prism software. ^*^= *p*-value ≤ 0.05, ^**^= *p*-value ≤ 0.01; ^***^= *p*-value ≤ 0.001.

### 2APB-dependent SOCE occurs through ORAI3

We next tested whether store depleted calcium influx that is altered with 2APB is further limited through knockdown of *Orai3*. We measured calcium levels using Fura-2 in *siControl* (Figure 5A) and si*Orai3* treated (Figure 5B) NMuMG cells. In the absence of external calcium (0 mM Ca^2+^), the addition of Thapsigargin (Tg, a sarcoendoplasmic reticulum calcium transport ATPase pump blocker, which thereby releases calcium from the internal ER stores), did not produce a significant difference between the control and *siOrai3* treated samples (Figure 5A and 5B). Initiation of calcium entry by the addition of 1mM calcium was not significantly different between the two sets of cells. However, addition of 2APB showed a statistically significant difference between the *siControl* and *siOrai3* treated cells (Figure 5A–5C), whereby there was a drop in calcium entry in cells that were treated with both 2APB and *siOrai3*. This loss of calcium influx with 2APB is about half of the level seen with the siControl treated cells (Figure 5C). This is consistent with the fact that knockdown of *Orai3* is not absolute (Figure 4B), and there is still some mRNA message in the cell. Taken together, these results support the idea that the influx of calcium through ORAI3 upon 2APB addition [45, 47] might be responsible for *Snai1* activation.

**Figure 5:**
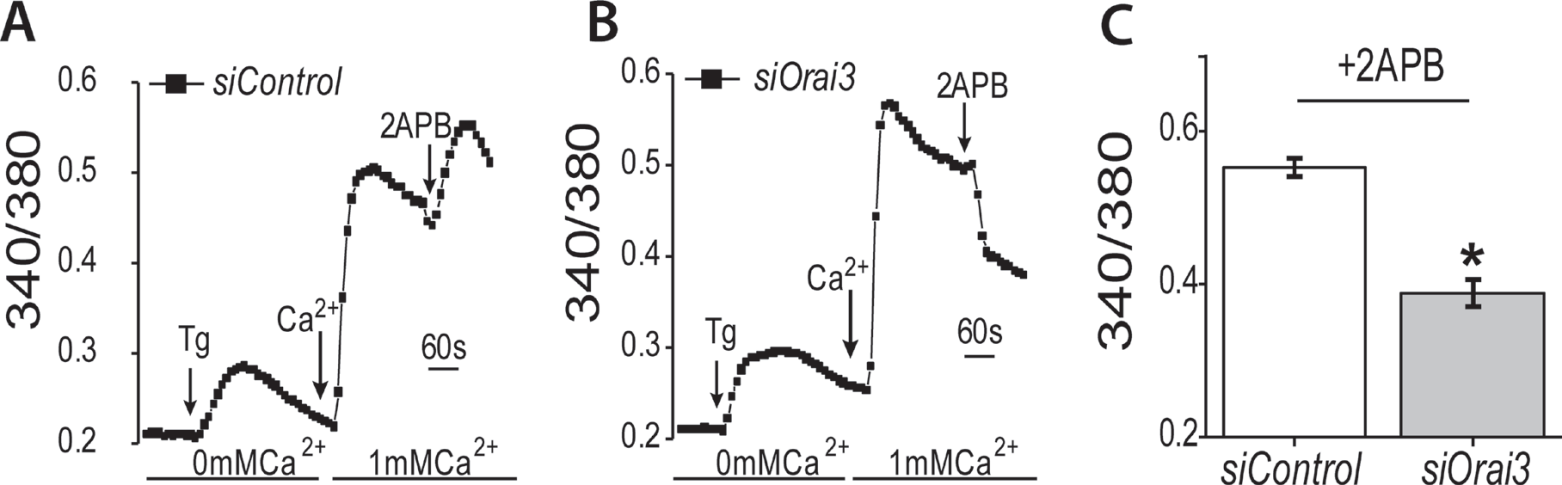
Orai3 silencing blocks 2APB dependent increase in SOCE Calcium imaging was performed in control (**A**) and *Orai3* knockdown (**B**) NMuMG cells. Analog plots of the fluorescence ratio (340/380) from an average of 40–60 cells are shown. (**C**) Quantification (mean ± SD) of fluorescence ratio (340/380). All data are representative of at least 3 biological replicates. Statistical analyses were performed with Graphpad Prism software. ^*^= *p*-value ≤ 0.05.

### Effect of *Orai3* silencing on migration and *Snai1* transcription in response to TGF-β

We next focused on delineating the specific role of ORAI3 in migration versus *Snai1* transcription in response to TGF-β. Consistent with the idea that ORAI3 channel protein is required for *Snai1* expression, a significant decrease (around 8 fold) in *Snai1* expression was observed when *siOrai3* treated cells were induced with TGF-β and 2APB, relative to TGF-β and 2APB (Figure 6A). Interestingly, knockdown of *Orai3* also caused a significant loss of TGF-β induced *Snai1* transcription relative to TGF-β alone, even without addition of 2APB (Figures 4B, 4F and 6A). This result suggested that ORAI3 channel is needed for robust activation of *Snai1* expression. Knockdown of *Orai3* also repressed the TGF-β dependent induction of *Snai2*, similar to 2APB (Figure 6A). We also noted that the loss of *Snai1* expression seen as a result of *siOrai3* treatment was reflected as a loss of SNAI1 protein expression (Figure 6B). While we do not observe a complete loss of SNAI1 protein expression, this is to be expected, as we still observed a small amount of protein by western blot when we knocked down *Orai3* (Figure 4B).

**Figure 6:**
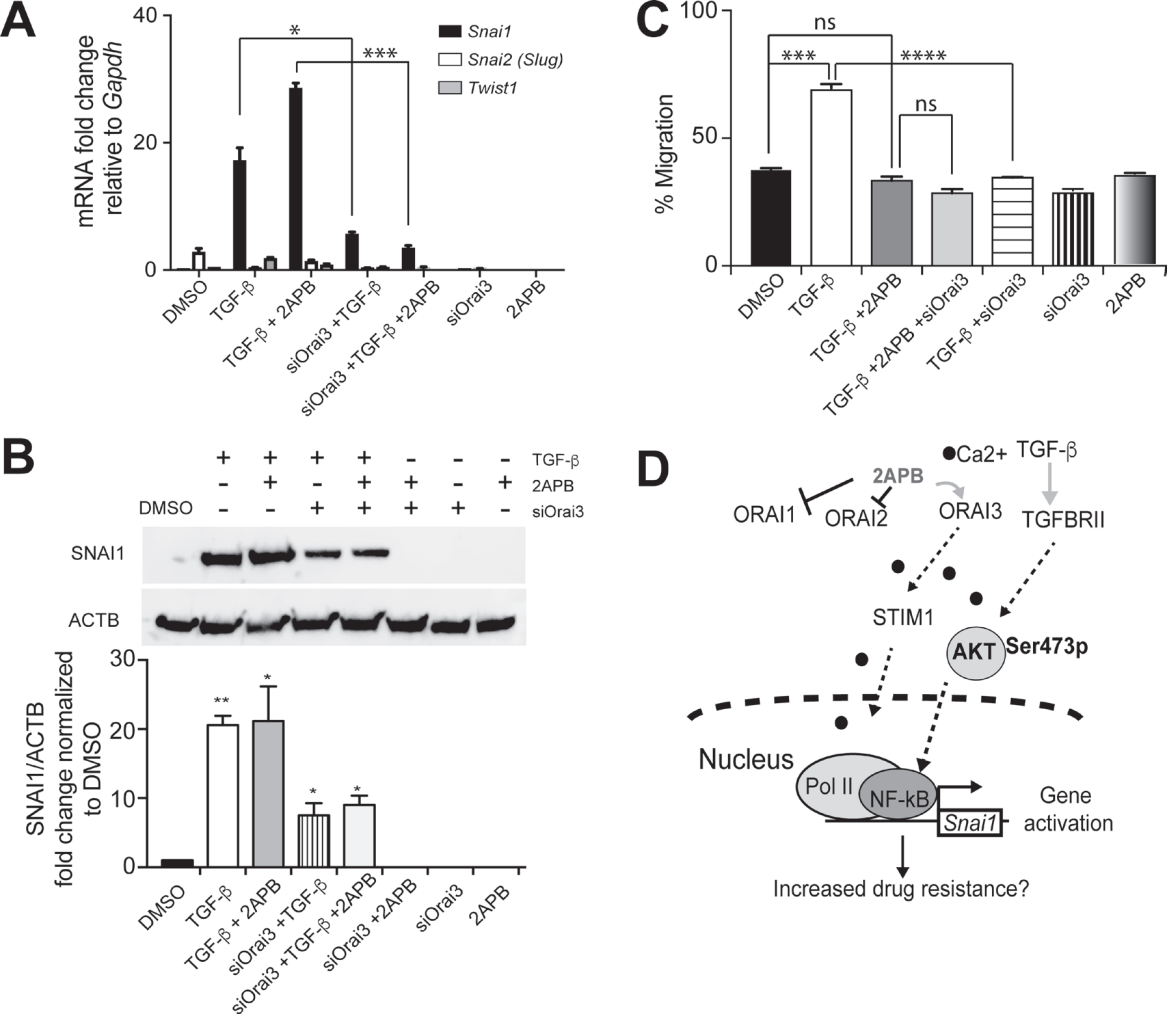
Orai3 silencing inhibits both cell migration and *Snai1* transcription in response to TGF-β (**A**) NMuMG cells were treated as indicated with TGF-β, TGF-β+2APB or DMSO, in the presence or absence of siOrai3 and RNA isolated. RNA was converted to cDNA and analyzed by real-time PCR using primers specific to mouse *Snai1, Snai2* or *Twist1,* and normalized to Gapdh. Data represent the average of 3 individual biological replicates. (**B**) Proteins isolated from the same cells as in (A) were evaluated for SNAI1 expression by immunoblotting. Antibody to ACTIN was used a loading control, and the blots are representative of at least 3 independent biological replicates. Blots were quantitated using the LiCOR imaging software and are represented as SNAI1/ACTB signal, after normalizing to DMSO control. Error bars represent SEM and statistical analyses were performed Graphpad PRISM. ^*^= *p*-value ≤ 0.05, ^**^= *p*-value ≤ 0.01 relative to control. (**C**) Confluent NMuMG cells in a 6-well plate were serum starved for 4 h prior to treatment, and TGF-β (for 8 h) and/or 2APB (for 24 h) were added to the wells prior to wounding using a sterile 200 ul tip. Three representative fields were marked and imaged immediately at time of (0 h) and a time period after (8 h) wounding as described in materials and methods. The images were captured using an Olympus IX71 microscope camera. All data are representative of at least 3 biological replicates. Statistical analyses were performed with Graphpad Prism software. ^*^= *p*-value ≤ 0.05, ^**^= *p*-value ≤ 0.01; ^***^= *p*-value ≤ 0.001; ^****^= *p*-value ≤ 0.0001. (**D**) Model for ORAI3-mediated *Snai1* upregulation. AKT (green oval) pathway can be activated by both calcium (black circles) and by TGF-β signaling. 2APB prevents SOCE via ORAI1 and ORAI2, while increasing calcium influx through ORAI3. Activation of AKT triggers increased binding of p65 at the *Snai1* promoter, leading to increased recruitment of Pol II and hence transcription of *Snai1*.

Having established that ORAI3 allows calcium entry and is primarily needed for increased *Snai1* expression, we asked if ORAI3 was also needed for cell migration that occurs as a result of TGF-β induced EMT. Therefore, we tested wound healing by a scratch assay in cells following induction with TGF-β (Figure 6C). As expected, cells treated with TGF-β resulted in more rapid migration and wound healing than DMSO-treated controls, or cells treated with 2APB alone (Figure 6C). We have previously demonstrated that inhibition of SOCE with SKF reduces cell migration caused by TGF-β [19], and we see the same with addition of 2APB. Moreover, we did not see a significant difference (Figure 6C) in wound closure relative to vehicle treated cells when we compared TGF-β induced cells that were also treated with 2APB or *siOrai3,* or both, indicating that 2APB and *siOrai3* both had similar effects in hindering cell migration induced by TGF-β. Together, these results suggest that while 2APB hinders cell migration, it is essential for modulation of *Snai1* expression. ORAI3 is thus a critical ion channel that is needed for *Snai1* expression, and knockdown of *Orai3* is capable of inducing both loss of cell migration and *Snai1* expression in response to TGF-β.

## DISCUSSION

Blockade of SOCE has been demonstrated to influence cell biological processes, including the cell migratory phenotype associated with EMT, making calcium channels an attractive target for chemotherapy. Here, we sought to understand how 2APB could specifically amplify the TGF-β induced *Snai1* expression levels. To do this, we utilized RNA-sequencing to obtain a global view of genes that were differentially regulated with TGF-β in the presence or absence of 2APB. Our analyses revealed substantial overlap between TGF-β and TGF-β+2APB datasets, suggesting that 2APB maintained the TGF-β dependent regulation of genes to a large extent (Supplementary Figure 3). However, TGF-β dependent changes in expression of a subset of genes that facilitate cell-extracellular matrix adhesion such as integrins, were reversed by addition of 2APB (Figure 2A). This explained how blocking SOCE could affect the migration phenotype seen with EMT. However, EMT-related genes including *Snai1* were upregulated upon TGF-β induction, and maintained or increased their relative expression even with the addition of 2APB. 

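By the ratio rule 5 integrins were Down-Up and 0 Up-Down: Itga7, Itga4, Itgb7, Itgal and Itgam. In the main setting none of the 5 passed the FDR threshold of edgeR's quasi-likelihood test in either step, and none had an unadjusted p under 0.05. In the fit of only the 4 libraries compared, edgeR called Itgal and Itgam lower with TGF-β, with an FDR of 0.0245 and 0.0127, against ranges of 0.0245 to 0.213 and 0.0127 to 0.52 over the alternatives. Itgam, on chromosome 7 from 128062640 to 128118491, was counted 230 and 178 times in DMSO, 50 and 14 times with TGF-β, and 12 and 1018 times with TGF-β+2APB. For 3 of the 5 genes, replicate 2 of TGF-β+2APB held at least 4 times more normalized counts than replicate 1. Without that replicate 1 of the 5, Itga7, was still selected, and without replicate 1 of TGF-β+2APB 4 were. In the fit without replicate 2 the change from TGF-β to TGF-β+2APB, from DESeq2 with the prior, was a log2 fold change of -0.735 for Itgam, -0.32 for Itga4, -0.02 for Itgal, 0.06 for Itgb7 and 0.78 for Itga7. The edgeR log2 fold changes of Itga7 with all libraries were -0.54 (SE 0.26, FDR 0.157) with TGF-β and 0.60 (SE 0.26, FDR 0.177) on addition of 2APB. From the reversal by 2APB of TGF-β dependent changes in such adhesion genes, the paper reasons to how a block of store-operated calcium entry could affect migration in EMT.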

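Snai1 lies on chromosome 2 from 167538195 to 167542814. It was counted 6 and 12 times in DMSO, 26 and 40 times with TGF-β, and 44 and 62 times with TGF-β+2APB. These counts are few, so the depth behind Snai1 is low. The log2 fold change of Snai1 against DMSO was 1.86 with TGF-β (SE 0.52, edgeR quasi-likelihood FDR 0.0341, with a range of 0.026 to 0.0512 over the alternatives and 0.113 by DESeq2 with the prior on halved counts, tried after the data were seen) and 2.51 with TGF-β+2APB (SE 0.52, edgeR FDR 0.00927). From TGF-β to TGF-β+2APB it was 0.65 (SE 0.47, edgeR FDR 0.385), and 0.67 with the replicate block (SE 0.37, edgeR FDR 0.308), and neither was called. The paper measured the further rise of Snai1 with 2APB by PCR at 2 h of TGF-β and reports a gradual decline by 24 h. Its results give 24 h for these libraries, so the values are not for the same time. The normalized counts of Snai1 in the replicates were 25.3 and 41.5 with TGF-β and 43.6 and 61.2 with TGF-β+2APB. These groups lay close together but did not overlap. Of the further EMT transcription factors, Snai2 rose with TGF-β by a log2 fold change of 1.14 (SE 0.21), Zeb1 by 1.34 (SE 0.09), Zeb2 by 1.84 (SE 0.22) and Twist2 by 2.10 (SE 0.28). With TGF-β+2APB the changes against DMSO in that order were 0.90 (SE 0.21), 1.49 (SE 0.09), 2.34 (SE 0.22) and 1.42 (SE 0.28), and all 5 genes were called in both comparisons. Between the treatments 0 of the 5 were called, with 1 at an unadjusted p under 0.05 by the edgeR test, Twist2 with a log2 fold change of -0.68 (SE 0.27, edgeR FDR 0.144). Twist1 had 6 counts in replicate 2 of TGF-β and 0 in every other library, so it was not tested.

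**Figure D4:**
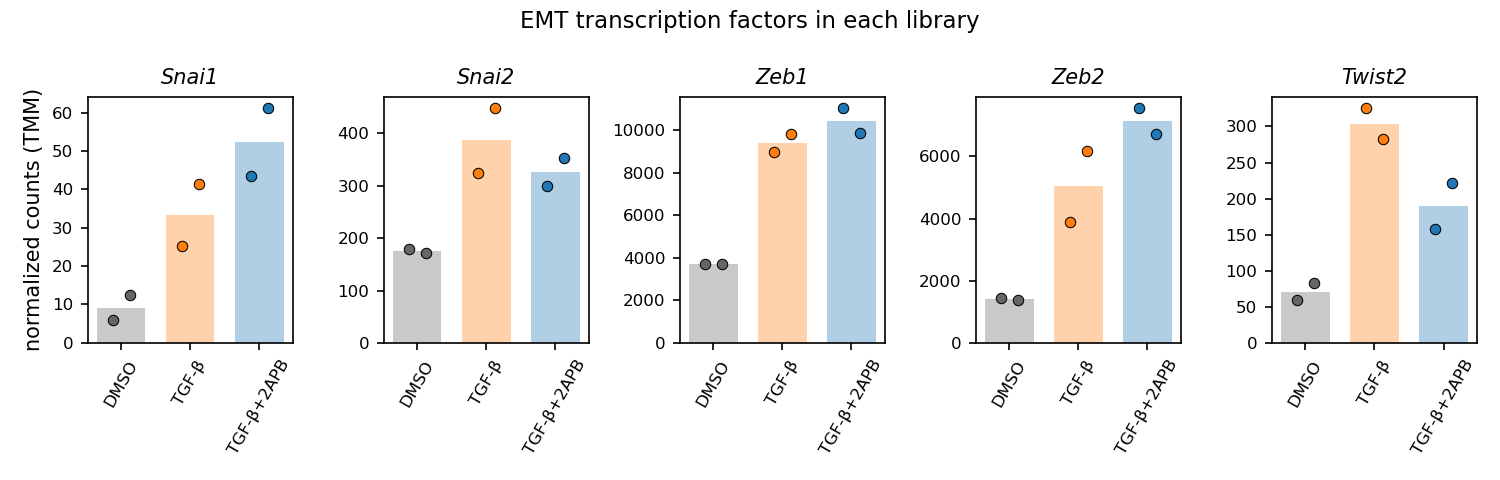
Normalized counts of Snai1, Snai2, Zeb1, Zeb2 and Twist2 in each library, with bars for the mean of the 2 replicates and points for the replicates. The Snai1 mean is 9.15 in DMSO, 33.4 with TGF-β and 52.4 with TGF-β+2APB.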

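All 17 genes of Figure 2C were differentially expressed with TGF-β against DMSO, 11 higher and 6 lower, and all 17 with TGF-β+2APB, 10 higher and 7 lower. Because the paper drew them from its own calls, this shows no stability. Between TGF-β and TGF-β+2APB 12 were called (14 with the FDR over the list alone), 7 higher and 5 lower. The normalized count of Ocln, on chromosome 13 from 100496507 to 100552718, was 5433 ± 89.1 (SD, n = 2) in DMSO, 3432 ± 96.6 (SD, n = 2) with TGF-β and 2929 ± 99.1 (SD, n = 2) with TGF-β+2APB. Its log2 fold change was -0.66 (SE 0.07, edgeR quasi-likelihood FDR 0.00105) and -0.89 (SE 0.07, edgeR FDR 0.000233) against DMSO, and -0.23 between the treatments (SE 0.07, edgeR FDR 0.0726, with a range of 0.0379 to 0.205 over the alternatives). For Dsp, on the same chromosome from 38151294 to 38198577, the change against DMSO was -1.01 with TGF-β (SE 0.07, edgeR FDR 0.000253) and -0.66 with TGF-β+2APB (SE 0.07, edgeR FDR 0.000633). Dsp was thus higher with TGF-β+2APB than with TGF-β, by a log2 fold change of 0.35 (SE 0.07, edgeR FDR 0.0212, 0.0448 with the replicate block, with a range of 3.77e-05 to 0.0863 over the alternatives, the highest with only the 4 libraries compared, where it was not called).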

Expression of *Snai1* target genes including *Krt19*, *Ocln*, *Dsp*, etc. was also maintained even with 2APB treatment (Figure 2C). These observations are consistent with previously published data that *Snai1* upregulation and the migratory phenotype seen with TGF-β addition can be physically uncoupled [43].

Pathway analysis of the RNA-seq data revealed that the AKT network was differentially regulated between TGF-β and TGF-β+2APB (Supplementary Figure 5 and Supplementary File 2). Cytosolic AKT signaling has been shown previously to trigger a signaling cascade ultimately affecting the transactivation potential of NF-κB subunit p65 in the nucleus through a region located upstream of the *Snai1* promoter [35, 36]. AKT and p65 were therefore potential candidates for the observed increase in *Snai1* transcription. We tested this idea in two ways. First, treatment with inhibitors targeting either AKT1/2 (Akti-1/2) or that prevented p65 binding to DNA (ACHP) both resulted in loss of TGF-β dependent *Snai1* transcription (Figure 3A and 3B). *Snai1* transcription was also abolished in response to both TGF-β and TGF-β+2APB. We also noted increased phosphorylation of AKT^Ser473^ in response to TGF-β and TGF-β+2APB relative to control treated cells, suggesting activation of AKT signaling even with 2APB addition. Secondly, we showed direct association of p65 and RNA Polymerase II at the *Snai1* gene promoter (Figure 3E–3G) with TGF-β treatment. We further demonstrated an increase in both RNA Polymerase and p65 with addition of 2APB and TGF-β, which is consistent with the increased levels of *Snai1* transcript relative to TGF-β alone. The increased phosphorylation status of AKT in response to both TGF-β and TGF-β+2APB has consequences for both cell growth and metastasis (30–33). Further, both AKT (34,35) and its downstream target NF-κB (36,37) have been previously linked to an increase in drug resistance. Activation of both AKT and NF-κB would result in increased *Snai1* expression, which in turn has been shown by several groups to confer drug resistance to cancer cells [14, 48–50]. Our RNA-seq data support this idea, as several known drug resistance genes (e.g. *Abcg1*, *Ercc1*, *Igfbp4*, and *Cyp1b1*) were upregulated in the 2APB dataset, but not with TGF-β alone. 

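The counts of Abcg1, on chromosome 17 from 31057675 to 31117988, were 34 and 14 in DMSO, 30 and 16 with TGF-β, and 32 and 310 with TGF-β+2APB, so its rise came from replicate 2 of TGF-β+2APB, where it was 9.65 times as high as in replicate 1. The log2 fold change of Abcg1 against DMSO was -0.06 with TGF-β (SE 1.09, edgeR quasi-likelihood FDR 0.97) and 2.81 with TGF-β+2APB (SE 1.09, edgeR FDR 0.0758, with a range of 0.00972 to 0.18 over the alternatives). DESeq2 called the latter change and edgeR in its main setting did not. Ercc1, Igfbp4 and Cyp1b1 were called higher in both comparisons with DMSO. Ercc1 rose with TGF-β by a log2 fold change of 1.70 (SE 0.10, edgeR FDR 0.00018) and with TGF-β+2APB by 1.93 (SE 0.10, edgeR FDR 7.46e-05), and the difference between the treatments, 0.23 (SE 0.10, edgeR FDR 0.164), was not called. Igfbp4 rose by 2.66 with TGF-β (SE 0.18, edgeR FDR 0.000266) and by 1.21 with TGF-β+2APB (SE 0.17, edgeR FDR 0.00223), and between the treatments it fell by 1.44 (SE 0.17, edgeR FDR 0.00704). Cyp1b1 rose by 2.06 with TGF-β (SE 0.15, edgeR FDR 0.000361) and by 2.65 with TGF-β+2APB (SE 0.16, edgeR FDR 0.000101). For Cyp1b1 the difference between the treatments was 0.59 (SE 0.14, edgeR FDR 0.044, with a range of 0.00687 to 0.0967, the highest with the replicate block). With the FDR over the list of 4 genes alone, 3 were called with TGF-β, 4 with TGF-β+2APB against DMSO and 2 between the treatments.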

Additional studies are needed to determine whether calcium blockers that are proposed for use in clinical treatments might contribute to acquisition of drug resistance.

Secondly, we asked which calcium channel proteins were involved specifically in TGF-β induced *Snai1* transcription. 2APB was previously shown to block calcium entry through ORAI1 and ORAI2 channels [46]. We demonstrated that 2APB treatment increased calcium influx through the ORAI3 channel as suggested previously [45, 47], which was lost when ORAI3 was knocked down (Figure 5). The stromal interaction partners of ORAI channels, namely STIM1 and STIM2, were previously shown to facilitate TGF-β induced EMT, although it was suggested that STIM2 appears to participate in non-SOCE mechanisms [51]. Knockdown of these four channel proteins showed that loss of ORAI3 and STIM1, but not ORAI1 or STIM2, also reduced TGF-β dependent *Snai1* transcription (Figure 4). While we do not observe a complete loss of SNAI1 protein expression upon ORAI3 knockdown, this is to be expected due to incomplete knockdown of *Orai3* (Figure 4B), or possible compensation through ORAI1/2. Interestingly, both 2APB (which activates ORAI3) and *siOrai3* treated cells showed reduced TGF-β induced migration. We predict that first, in the presence of 2APB, some of the genes induced by TGF-β that contribute to cell migration are reversibly regulated through as yet unknown means, which reverts them to the non-migratory phenotype, even in the presence of active ORAI3 and SNAI1 proteins. Alternatively, changes at the level of proteins in response to 2APB+TGF-β (whether through stability, post-translational modifications, etc.) might play a role in the reversal of phenotype, but this remains untested. When *Orai3* is downregulated in the presence of TGF-β, loss of *Snai1* expression might prevent EMT gene expression programs from fully activating. These results further highlight the separation of cell migration from gene expression programs during EMT, and underscore the need to target both pathways.

On the other hand, ORAI1, which is inhibited by 2APB [46], does not appear to be as critical for *Snai1* expression as ORAI3. In support of this idea, knockdown of ORAI1, although partial as observed by western blots (Figure 4A and 4E and Supplementary Figure 7) did not result in any loss of TGF-β dependent *Snai1* transcription (Figure 4A and 4E). Taken together, our data suggest that calcium influx through ORAI3 and STIM1, and downstream signaling, is required for TGF-β dependent *Snai1* activation. No significant difference in wound closure was noted when comparing *Orai3* knockdown to 2APB treatment during TGF-β induced EMT suggesting that blocking multiple channels through 2APB or simply knocking down *Orai3* have similar effects in preventing cell migration during EMT. Crucially, contrary to 2APB+ TGF-β treatment, knockdown of *Orai3* when combined with TGF-β induction of EMT decreased *Snai1* expression while also reducing the migratory phenotype. This reinforces the importance of the ORAI3 and the ERα protein STIM1 in upregulation of *Snai1* gene expression. We can therefore predict a model whereby 2APB blocks calcium entry through ORAI1 and ORAI2, but allows calcium “leakage” [47] into the endoplasmic reticulum through ORAI3 in partnership with STIM1 (Figure 6D). In parallel, the calcium entry activates AKT [37] signaling, potentially through PI3K [52]. AKT in turn transactivates NF-κB subunit p65, which binds to the *Snai1* promoter, recruits RNA Polymerase and increases activation in response to TGF-β (Figure 6D).

The expression of ORAI proteins, and hence their functional role, appears to be highly dependent on the breast cancer subtype. For instance, *Orai1* appears to be upregulated in the poor prognosis basal breast cancer molecular subtype [53], and silencing of ORAI1 reduces the proliferation of breast cancer cell lines *in vitro* [53, 54] and *in vivo* [54], the invasiveness of MDA-MB-231 breast cancer cells *in vitro*, and metastasis *in vivo* [20]. The basal subtype breast cancers are also more likely to have higher mRNA levels of the canonical ORAI channel activator STIM1, and lower levels of its related isoform STIM2 [53]. However, SOCE in less aggressive, estrogen receptor positive luminal subtype of breast cancer cells occurs mainly through ORAI3 [24], and upon loss of estrogen receptor alpha, metastatic cells appear to switch to SOCE through the ORAI1 channel, [23, 24]. Finally, the importance of ORAI3 in conferring chemoresistance has been underscored by a recent study that linked ORAI3 overexpression and chemoresistance in human breast cancer data sets [55], and further demonstrated that ORAI3 overexpression conferred chemoresistance properties to cells. In summary, understanding individual roles of ORAI channel proteins in cancer proliferation, metastasis and chemoresistance has implications in development of targeted therapies to treat cancer. Future studies will address how these calcium channel proteins function during breast tumor progression and affect drug resistance and EMT. Additionally, the role of transiently expressed SNAI1, and the temporal expression of the other EMT transcription factors during EMT, their interplay with calcium channels, and especially their effect on the multistep process of metastasis formation is of continuing interest to our laboratories, and is the subject of ongoing research.

## MATERIALS AND METHODS

### Cell culture

NMuMG (ATCC #CRL-1636) and MDA-MB-231 (ATCC #HTB-26) cells were obtained directly from American Type Culture Collection, and were cultured at 37° C under 5% CO_2_ in DMEM/F-12 media (Thermo Fisher) containing 10% fetal bovine serum (FBS, Atlanta Biologicals). Cells were serum-starved for 4 h prior to treatment with TGF-β (Sigma # H8541).

### Treatments

Cells were treated with TGF-β (5 ng/ml final; Sigma-Aldrich) for 8 h prior to protein isolation, and for 2 h, 8 h or 24 h prior to RNA isolation, unless noted otherwise. Cells were treated with 2APB (50 uM final; Sigma-Aldrich) for a period of 24 h prior to TGF-β treatment. Actinomycin D (1 ug/ml final; Sigma-Aldrich) treatments were for 1 h after stimulation with TGF-β. Cells were treated with 10 uM final SKF96365 hydrochloride (Sigma, #567310-M) for a period of 24 h prior to TGF-β treatment for 2 h. For treatment with p65 inhibitor ACHP, NMuMG cells were serum starved for 4 hours. After serum starvation, the cells were treated with 2APB for 24 hours. At 18 hours, the cells were treated with 50 uM of the NFKB inhibitor ACHP for a 4-hour pretreatment as previously published [39] before addition of TGF-β at 22 hours. For the AKT1/2 inhibitor, NMuMG cells were treated with 10 uM of the inhibitor at 20 hours for a 2-hour pretreatment as described previously [38] before the TGF-β treatment at 22 hours for 2 hours.

### Transfection

Transfections of cells with *siRNAs* (mouse for NMuMG and human for MDA-MB231, Ambion) were performed using Lipofectamine 3000 for two rounds of transfection (50 pmol reverse for 48 h, 50 pmol forward for 48 h) using a final concentration of 100 pico moles of siRNA. The cells were treated with 2APB or TGF-β after 96 h of transfection for appropriate time points prior to RNA and Protein isolation.

### RNA isolation

RNA was isolated from cells using the RNeasy kit (Qiagen) according to the manufacturer's instructions. Genomic DNA was removed by on-column DNA digestion with RNase-Free DNase Set (Qiagen). RNA quality and concentration was assessed using a spectrophotometer (NanoDrop), and by electrophoresis on a 2% agarose gel.

### qRT-PCR

Total RNA was extracted from cells using RNeasy kit (Qiagen) and checked for integrity using agarose gel electrophoresis. One microgram of RNA was used to synthesize cDNA using random hexamer priming and SSRT-III reverse transcriptase (Life Technologies), followed by qPCR using Quantitect (Qiagen) primer assays or primers designed and ordered from IDT (see Supplementary Table 1). Data were normalized against *Rrn18S* gene transcripts (Quantitect, Qiagen). Data were derived from at least three independent biological replicates, and are represented as mean ± SEM values. Data were analyzed using the delta-delta Ct method as described previously [43, 56]. Statistical analyses were performed using the GraphPad Prism software, version 7.0.

### Library construction and RNA-sequencing

The total RNA isolated as described above was used for 50 bp single-end RNA-Sequencing at the University of Minnesota Genomics Center (UMGC) on the Illumina HiSeq 2000. RNA quality was assessed with the Agilent Bioanalyzer, and samples with high RNA integrity number (RIN > 8) were used for library construction following the manufacturer's (Illumina) instructions. In summary, 1 microgram of total RNA was oligo-dT purified using oligo-dT coated magnetic beads, chemically fragmented and then reverse transcribed into cDNA. The cDNA was fragmented, blunt-ended, and ligated to indexed (barcoded) adaptors and amplified using 15 cycles of PCR. Final library size distribution was validated using capillary electrophoresis and quantified using fluorimetry (PicoGreen) and via Q-PCR. Indexed libraries were normalized, pooled and then size selected to 320 bp ± 5% using Caliper's XT instrument. TruSeq libraries were hybridized to a single end flow cell and individual fragments clonally amplified by bridge amplification on the Illumina cBot. Once clustering was complete, the flow cell was loaded on the HiSeq 2000 and sequenced using Illumina's SBS chemistry. Two biological replicates for each treatment were sequenced, resulting in an average of 50 million reads per sample. Base call (.bcl) files for each cycle of sequencing were generated by Illumina Real Time Analysis (RTA) software. The base call files and run folders were then exported to servers maintained at the Minnesota Supercomputing Institute. Primary analysis and de-multiplexing were performed using Illumina's CASAVA software 1.8.2. The end result of the CASAVA workflow is de-multiplexed FASTQ files that were subject to subsequent analyses as described below.

### RNA-seq data analyses

Preliminary quality control analysis of fastq files was performed with FastQC v0.11.2 [57]. Reads were aligned to human genome (hg19), using TopHat v2.0.13 [58]. Read counts were summarized at the gene level using the featureCounts [59] function in the Rsubread v1.16.1 package [60]. Differential expression analysis was performed using the R/Bioconductor package DESeq2 v1.6.3 [61]. Genes were considered differentially expressed if they had a FDR of 0.05 or less and a mean count of 20 or more. Hierarchical clustering of Pearson correlation values was performed using the aheatmap function in the R package NMF v0.20.6 [62]. Venn diagrams were drawn with the R package VennDiagram v1.6.17 [63]. Network mapping and functional analyses were generated through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis) [64]. RNA fastq files are accessible via the NCBI Gene Expression Omnibus (GEO) database [65] with experiment series accession number GSE98596. To investigate the expression changes causing the reversion of the mesenchymal phenotype seen in the 2APB treated cells, we looked for genes whose expression changes when treated with TGF-β were reversed by the addition of 2APB. First, we calculated the ratio of the expression log2 fold change values (as calculated by DESeq2) of the TGF-β to DMSO treated cells and the TGF-β to TGF-β+2APB treated cells. We reasoned that values of this ratio around 1, with a sign change, would indicate expression values that had changed in one direction upon treatment with TGF-β, and then changed a similar magnitude in the opposite direction when adding the 2APB treatment. We filtered out genes with a mean expression value less than 10 normalized counts to remove noise in the data set. A range of ratio values of –1.5 to –0.5 was chosen for further analysis to catch the bulk of the distribution around –1.0 relating most accurately to the effect we were trying to capture. As above, hierarchical clustering of Pearson correlation values was performed using the aheatmap function in the R package NMF v0.20.6 [62] and network mapping and functional analyses were generated through IPA.

### Protein isolation and Immunoblotting

Proteins were extracted by lysing cell pellets in urea lysis buffer (8 M urea, 1%SDS in Tris-HCl pH 6.5) containing Complete^™^ protease inhibitors (Roche) and phosphatase inhibitors (Sigma- Aldrich), and subsequent heating to 95° C for 5 min. Protein concentration was estimated using the Qubit (Thermo Scientific) protein assay kit, following the manufacturer's instructions. Western blotting was performed as previously described [43, 56], using the following antibodies: anti-SNAI1 (Cell signaling, mouse mAb #3895), anti-phosho-AKT (Ser 473) (Cell signaling, rabbit pAb #9271), anti-total-AKT(Cell signaling, rabbit pAb #9272), anti- Phospho-NF-κB p65 (Ser536) (Cell signaling, rabbit mAb #3033), anti-total-NF-ΚB p65 (Cell Signaling, rabbit mAb #8242), anti- STIM1 (Cell Signaling, rabbit mAb # 5668), anti-STIM2 (Proteintech, rabbit pAb #211921-1-AP), anti-ORAI1 (Proteintech, rabbit pAb #13130-1-AP), anti-ORAI3 (Genetex, rabbit pAb #GTX85677: this antibody worked best with mouse samples) anti-ORAI3 (BosterBio, rabbit pAb A09399; this antibody worked best for human samples) with a dilution of 1:1000 in 5% non-fat dried milk (5% BSA for the antibodies specific to phosphorylated proteins) in 0.1% TBS-T. Anti-GAPDH (Millipore, rabbit pAb # ABS16) was used with a dilution of 1:5,000 in 5% non-fat dried milk in 0.1% TBS-T. Secondary antibodies anti-rabbit IgG, peroxidase-linked species-specific whole antibody (from donkey)-45-001-276(GE Healthcare) and anti-mouse IgG, peroxidase-linked-species-specific whole antibody (from sheep; 45-001-275; GE Healthcare) were diluted 1:10,000 in 5% non-fat dried milk in 0.1% TBST and blots were developed using the Li-COR Odyssey instrument (Li-COR Biosciences) using Luminata Forte Western HRP substrate (WBLUF0500). Western blots presented are representative of at least 3-4 biological replicates, and were quantified using Licor software, and signal normalized to GAPDH, ACTB or total p65/total AKT as denoted for each figure. Statistical analyses were performed with GraphPad Prism software.

### Chromatin Immunoprecipitation (ChIP)

ChIP was performed as previously described [44, 56] with the following exceptions. In brief, cells were crosslinked with 1% formaldehyde for 5 minutes at 37° C, quenched with 2 M glycine and washed with PBS, and then sonicated in the Covaris S220 sonicator (fill level = 8, peak power =120, duty factor = 3, cycles/burst = 200) to generate 300-600bp DNA fragments. Immunoprecipitation was performed using the antibodies indicated, and IgG was used as a control. Precipitated DNAs were detected by PCR using specific primers (see Supplementary Table 1). Quantitation was performed on immunoprecipitated DNA using the CFX384 real-time PCR machine (Bio-Rad) with SYBR-green, and the percent input for each sample was calculated based on a standard curve using 10%, 1%, 0.1% and 0.01% of input DNA.

### Calcium measurements

Cells were incubated with 2 μM fura-2 (Molecular Probes) for 45 min, washed twice with calcium free SES (Standard External Solution, include: 10 mM HEPES, 120 mM NaCl, 5.4 mM KCl, 1 mM MgCl_2_, 10 mM glucose, pH 7.4) buffer. For fluorescence measurements, the fluorescence intensity of Fura-2-loaded control cells was monitored with a CCD camera-based imaging system (Compix) mounted on an Olympus XL70 inverted microscope equipped with an Olympus 40× (1.3 NA) objective. A monochrometer dual wavelength enabled alternative excitation at 340 and 380 nm, whereas the emission fluorescence was monitored at 510 nm with an Orca Imaging camera (Hamamatsu, Japan). The images of multiple cells collected at each excitation wavelength were processed using the C imaging, PCI software (Compix Inc., Cranbery, PA), to provide ratios of Fura-2 fluorescence from excitation at 340 nm to that from excitation at 380 nm (F340/F380). Dispersed cells were placed on glass-bottom poly-D lysine plates and used for the study. Fluorescence traces shown represent [Ca^2+^]_i_ values that are averages from at least 30–40 cells and are a representative of results obtained in at least 3–4 individual experiments.

### Migration assays

Confluent cells in a 6-well plate were serum starved for 4 h prior to treatment, and TGF-β (for 8 h) and/or 2APB (for 24 h) were added to the wells prior to wounding using a sterile 200 ul tip. Three representative fields were marked and imaged immediately at time of (0 h) and a time period after (8 h) wounding as described [66, 67]. Cell migration across the wound was analyzed using ImageJ with MRI Wound healing plugin [68]. The tool measures the area of the wound, i.e. the area that does not contain cells, in each image. A ratio of the area of the wound at the start of wounding and at the end of wound closure is estimated as the percent of cell migration. Data are the average of at least 4 independent experiments, and statistical analyses were performed using GraphPad Prism 7 software.

### Statistical analysis

All statistical analyses for RT-PCR, ChIP and migration assays were performed using GraphPad Prism 7 (GraphPad Software). Data were expressed as mean ± standard error of the mean (S.E.M). The statistical correlation of data between groups was analyzed by a two-tailed Student's *t*-test, where *P <* 0.05 was considered significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

EMT: epithelial to mesenchymal transition
TGF-β: Transforming growth factor beta
2APB: 2-aminoethoxydiphenyl borate
SKF: SKF96365 hydrochloride
DMSO: dimethylsulfoxide
Orai: Orai Calcium Release-Activated Calcium Modulator
STIM: Stromal Interaction Molecule.

# Supplementary material for: The calcium channel proteins ORAI3 and STIM1 mediate TGF-β induced Snai1 expression
**Source:** Oncotarget. 2018 Jun 29;9(50):29468–83. doi: 10.18632/oncotarget.25672
**Supplement:** Supplementary file 1

## The calcium channel proteins ORAI3 and STIM1 mediate TGF- $\beta$ induced *Snai1* expression

### SUPPLEMENTARY MATERIALS

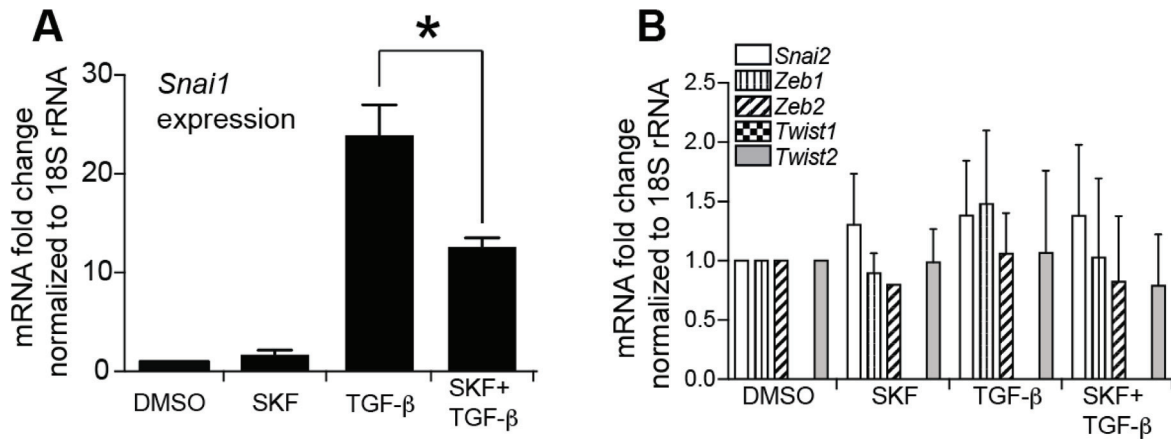

**Supplementary Figure 1: The SOCE inhibitor SKF96365 decreases TGF- $\beta$  induction of *Snai1* gene expression, but not other EMT TFs.** NMuMG cells were serum-starved for 4 h, and then treated with DMSO, TGF- $\beta$ , SKF or TGF- $\beta$ +SKF for 24 h. RNA was isolated from NMuMG cells and cDNA prepared using reverse transcription. Expression of *Snai1* (A) or other EMT genes (B) was examined by real-time PCR of the cDNA using primers against each of the genes and normalized to 18S rRNA. Data were derived from at least three independent biological replicates, and are represented as mean  $\pm$  SEM values. The \* indicates  $p$ -value of  $\leq 0.05$ , \*\* indicates  $p$ -value  $\leq 0.01$  and \*\*\* indicates  $p$ -value  $\leq 0.001$  as measured by a paired  $t$ -test.

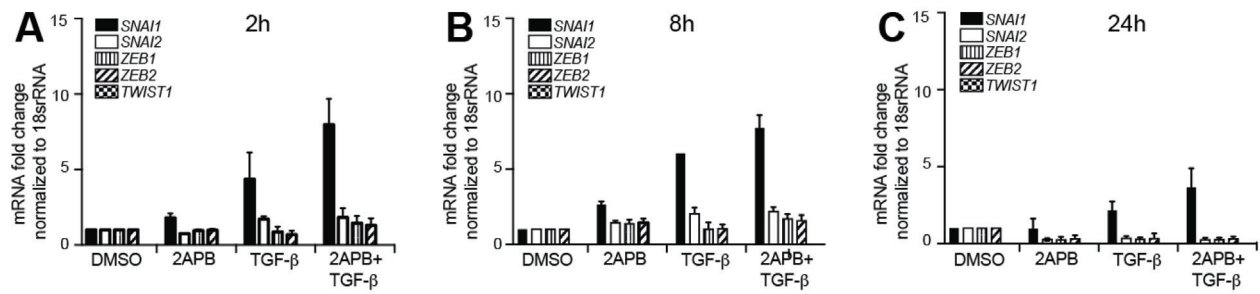

**Supplementary Figure 2: Blocking SOCE with 2-APB causes increase in *Snail* transcription following TGF-β treatment in MDA-MB-231 cells.** MDA-MB-231 cells were serum-starved for 4 h, and then treated with DMSO or 2APB for 24 h and TGF-β for 2 (A), 8 (B) and 24 (C) hours. RNA was isolated from MDA-MB-231 cells and cDNA prepared using reverse transcription. Expression of EMT genes was examined by real-time PCR of the cDNA using primers against each of the genes and normalized to *18S rRNA*. Data were derived from at least three independent biological replicates, and are represented as mean ± SEM values. The \* indicates *p*-value of ≤ 0.05, \*\* indicates *p*-value ≤ 0.01 and \*\*\* indicates *p*-value ≤ 0.001 as measured by a paired *t*-test.

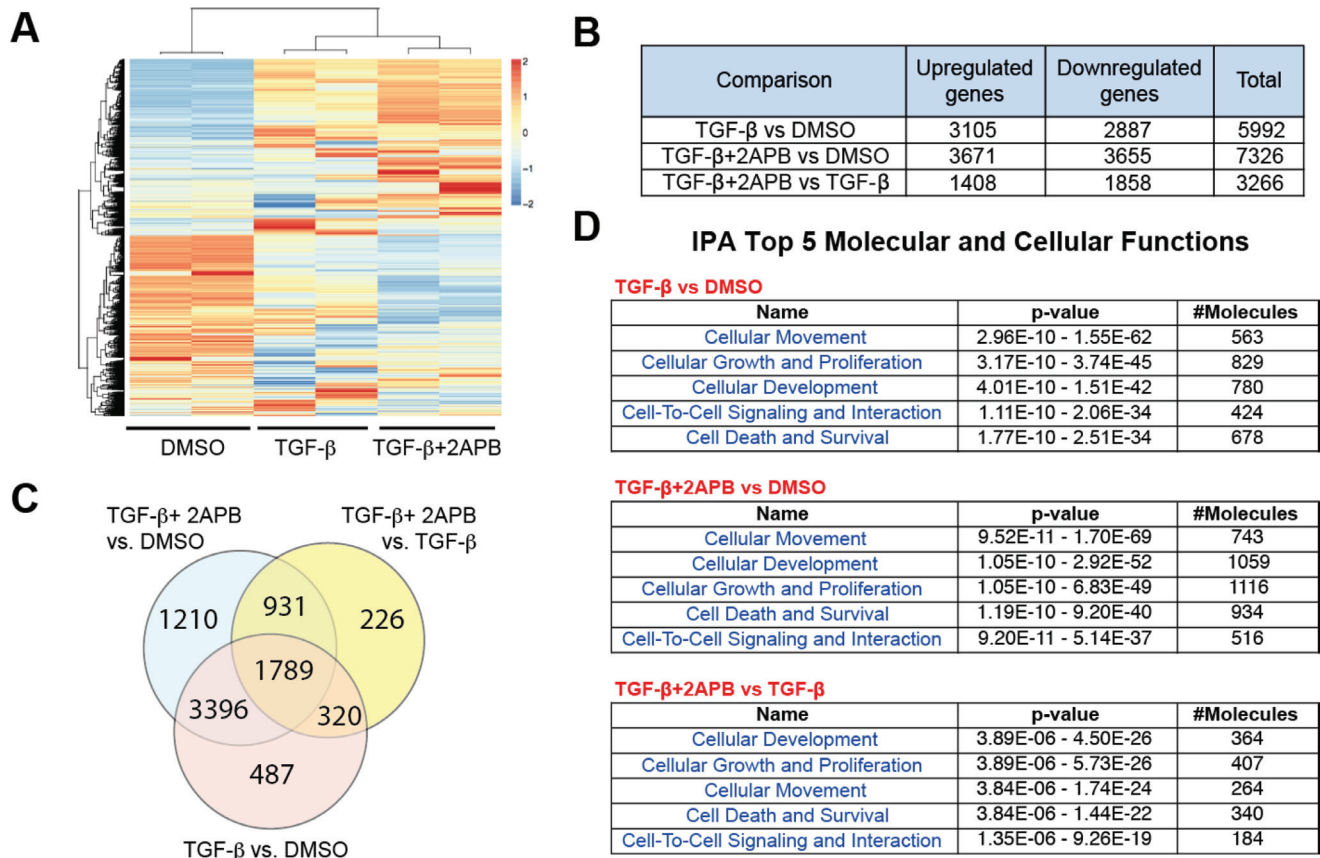

**Supplementary Figure 3: Differential gene expression changes following TGF- $\beta$  and TGF- $\beta$ +2-APB.** RNA isolated from NMuMG cells treated with DMSO, TGF- $\beta$  or TGF- $\beta$ +2-APB in triplicate, and two replicates was sequenced using massively parallel sequencing (see text for details). The results were plotted as a heat map to reveal significant differences in gene expression (A), and differentially expressed genes (B) from each comparison represented as a Venn Diagram (C). IPA analysis (D) revealed a number of cellular movement, signaling and cell-adhesion pathways were affected.

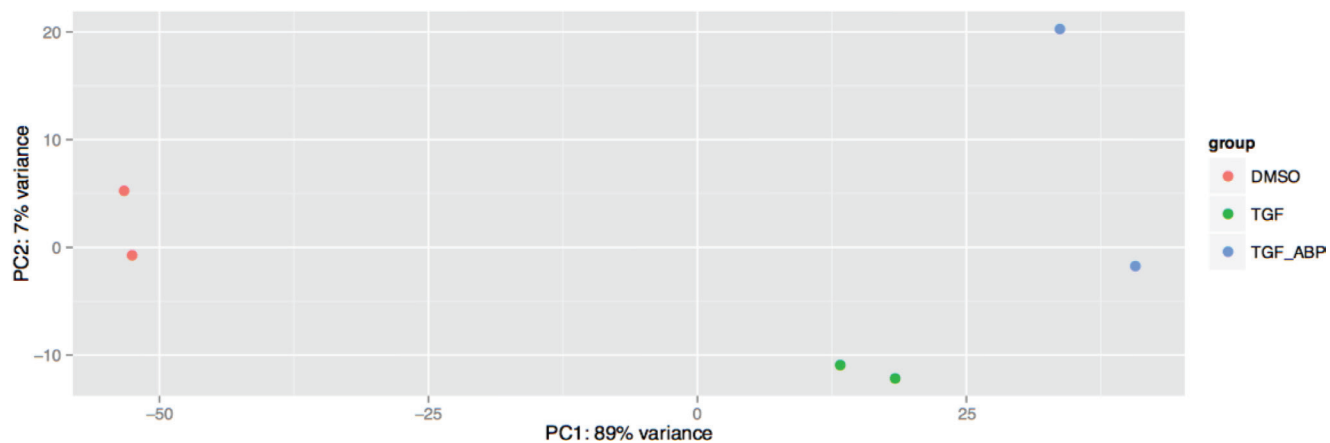

**Supplementary Figure 4: Principal component analysis plot of RNA seq data.** A Principal component analysis (PCA) plot was created from the RNA-seq data (DMSO, TGF- $\beta$  and 2APB+TGF- $\beta$  treatment groups). The plot indicated that the replicates clustered together by treatment groups with no outliers. DMSO treated samples are seen in red, TGF- $\beta$  treatments in green and TGF- $\beta$ +2APB treatments in blue.

Network 12 : IPA\_TGF\_2APBvsTGF\_Sig - 2016-11-17 12:39 PM : IPA\_TGF\_2APBvsTGF\_Sig : IPA\_TGF\_2APBvsTGF\_Sig - 2016-11-17 12:39 PM

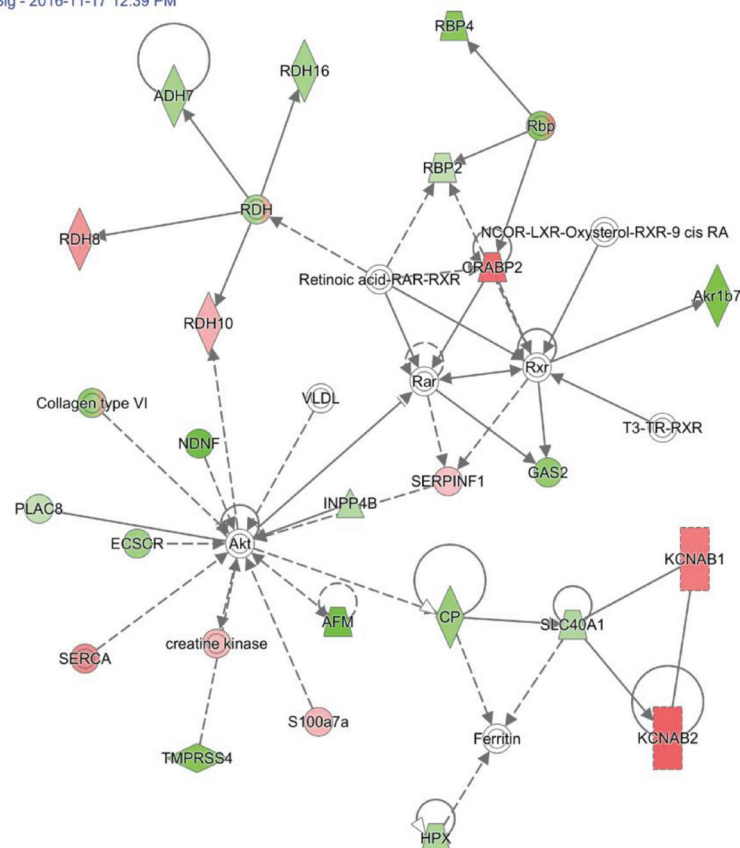

#### Molecule Shapes

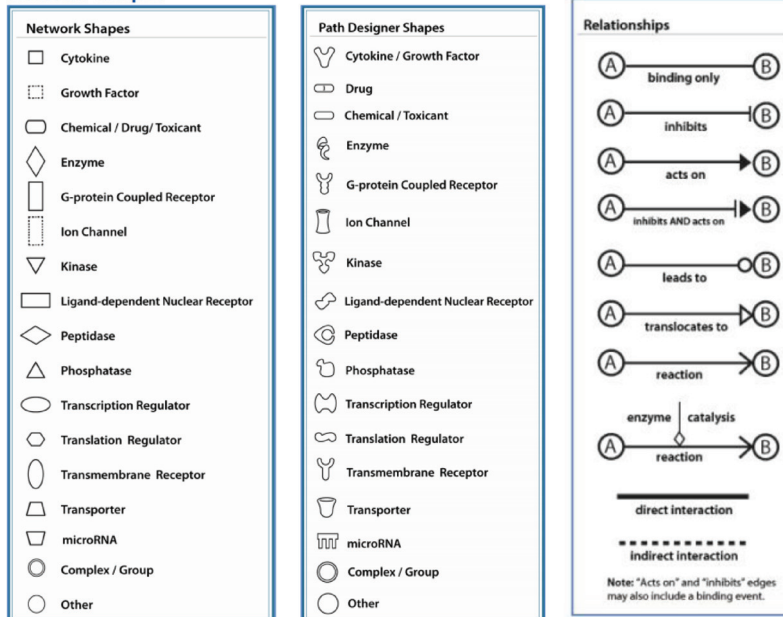

**Supplementary Figure 5: AKT network is differentially regulated when comparing TGF- $\beta$  to 2APB+TGF- $\beta$ .** The RNA-seq expression value changes (Supplementary File 1) were uploaded to the Ingenuity Pathway Analysis website and were analyzed by their proprietary software. The IPA Network Generation Algorithm created networks (Key shown above from the IPA website). One of the top networks thus generated was the AKT pathway (shown here).

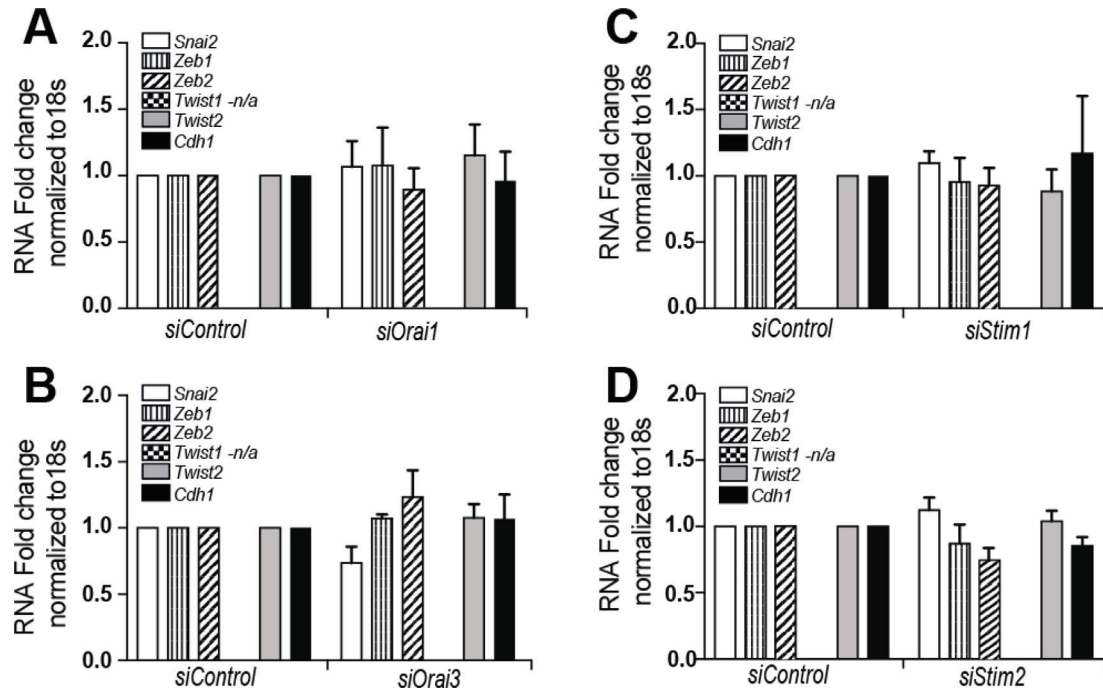

**Supplementary Figure 6: EMT transcription factor expression is unaffected by calcium channel knockdowns.** The cDNA from the experiment in Figure 4 (NMuMG cells were transfected with *siRNAs* for 96 h) was used to examine transcript levels of EMT genes using RT-PCR. Data were derived from at least three independent biological replicates, and are represented as mean  $\pm$  SEM values. No Ct values were obtained with *Twist1* primers.

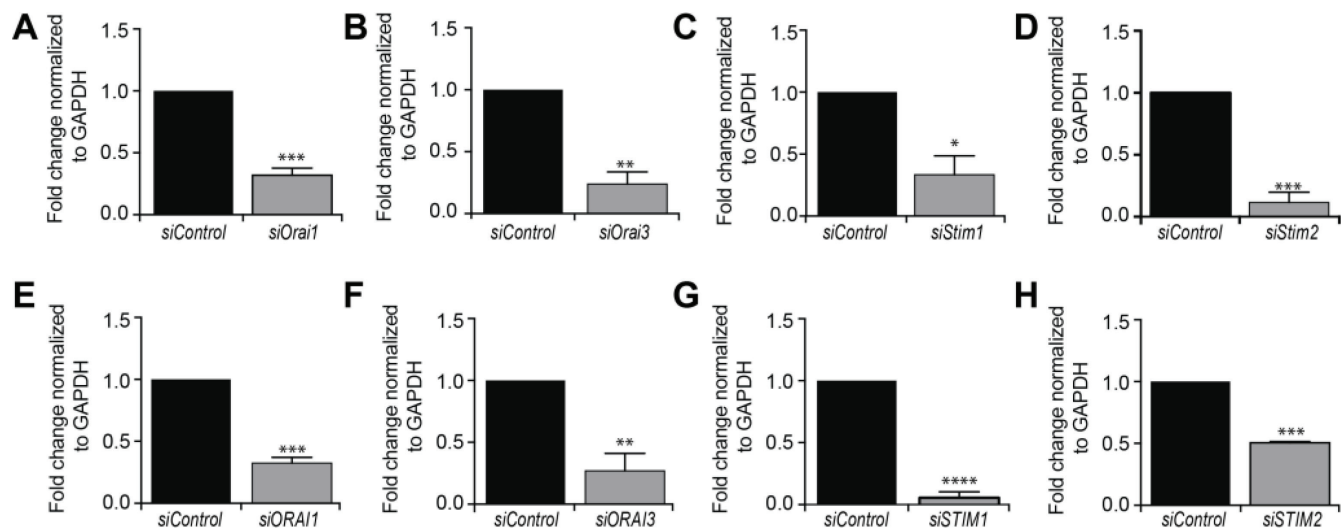

**Supplementary Figure 7: Calcium channel knockdown immunoblot quantitation.** Three biological replicates of western blots from the experiment in Figure 4 (NMuMG (A–D) and MDA-MB-231 (E–H) cells transfected with indicated *siRNAs* for 96 h) were quantitated using the LiCoR Fc imaging software. Data represent the average of three independent biological replicates, and are represented as mean  $\pm$  SEM values.

Supplementary Table 1: List of primers and sequences used in RT-PCR and ChIP experiments

**Supplementary File 1: Excel sheet with list of differentially expressed genes from the RNA-seq experiment. Each tab represents a different comparison. See Supplementary\_File\_1**

**Supplementary File 2: IPA analysis summary of significant differentially expressed genes. See Supplementary\_File\_2**

# Supplementary material for: The calcium channel proteins ORAI3 and STIM1 mediate TGF-β induced Snai1 expression
**Source:** Oncotarget. 2018 Jun 29;9(50):29468–83. doi: 10.18632/oncotarget.25672
**Supplement:** Supplementary file 3

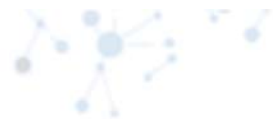

Analysis Name: IPA\_TGFvsDMSO\_Sig - 2016-11-17 12:38 PM

Analysis Creation Date: 2016-11-17

Build version: 400896M

Content version: 28820210 (Release Date: 2016-09-24)

#### Analysis Settings

Reference set: Ingenuity Knowledge Base (Genes Only)

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses: My Pathways My List

Filter Summary:

Consider only relationships where

confidence = Experimentally Observed

Top Canonical Pathways

| Name                                                | p-value  | Overlap       |
|-----------------------------------------------------|----------|---------------|
| LPS/IL-1 Mediated Inhibition of RXR Function        | 1.63E-18 | 29.0 % 64/221 |
| Hepatic Fibrosis / Hepatic Stellate Cell Activation | 1.42E-15 | 29.0 % 53/183 |
| LXR/RXR Activation                                  | 9.07E-13 | 31.4 % 38/121 |
| Xenobiotic Metabolism Signaling                     | 1.06E-12 | 22.4 % 64/286 |
| FXR/RXR Activation                                  | 3.68E-12 | 30.2 % 38/126 |

Top Upstream Regulators

| Upstream Regulator | p-value of overlap | Predicted Activation |
|--------------------|--------------------|----------------------|
| TGFB1              | 6.47E-70           | Activated            |
| TNF                | 2.03E-62           | Inhibited            |
| dexamethasone      | 7.17E-54           |                      |
| beta-estradiol     | 2.85E-51           |                      |
| lipopolysaccharide | 5.35E-45           |                      |

Top Diseases and Bio Functions

Diseases and Disorders

| Name                                   | p-value             | #Molecules |
|----------------------------------------|---------------------|------------|
| Cancer                                 | 4.01E-10 - 2.81E-43 | 1682       |
| Organismal Injury and Abnormalities    | 4.01E-10 - 2.81E-43 | 1727       |
| Gastrointestinal Disease               | 3.49E-10 - 9.89E-42 | 1543       |
| Reproductive System Disease            | 3.08E-10 - 4.86E-30 | 985        |
| Dermatological Diseases and Conditions | 3.64E-22 - 3.45E-29 | 825        |

Molecular and Cellular Functions

Summary of Analysis - IPA\_TGFvsDMSO\_Sig - 2016-11-17 12:38 PM

| Name                                   | p-value             | #Molecules |
|----------------------------------------|---------------------|------------|
| Cellular Movement                      | 2.96E-10 - 1.55E-62 | 563        |
| Cellular Growth and Proliferation      | 3.17E-10 - 3.74E-45 | 829        |
| Cellular Development                   | 4.01E-10 - 1.51E-42 | 780        |
| Cell-To-Cell Signaling and Interaction | 1.11E-10 - 2.06E-34 | 424        |
| Cell Death and Survival                | 1.77E-10 - 2.51E-34 | 678        |

**Physiological System Development and Function**

| Name                                           | p-value             | #Molecules |
|------------------------------------------------|---------------------|------------|
| Organismal Development                         | 3.17E-10 - 1.34E-40 | 793        |
| Cardiovascular System Development and Function | 3.79E-10 - 2.44E-40 | 406        |
| Tissue Morphology                              | 3.90E-10 - 1.11E-37 | 584        |
| Organismal Survival                            | 1.64E-24 - 8.49E-33 | 540        |
| Tissue Development                             | 3.17E-10 - 1.14E-27 | 757        |

**Top Tox Functions**

**Assays: Clinical Chemistry and Hematology**

| Name                                     | p-value             | #Molecules |
|------------------------------------------|---------------------|------------|
| Increased Levels of Alkaline Phosphatase | 2.38E-01 - 1.09E-04 | 18         |
| Increased Levels of Hematocrit           | 1.55E-04 - 1.55E-04 | 20         |
| Decreased Levels of Albumin              | 4.19E-01 - 2.43E-03 | 10         |
| Increased Levels of AST                  | 4.19E-01 - 6.96E-03 | 6          |
| Increased Levels of Red Blood Cells      | 5.30E-02 - 4.00E-02 | 14         |

**Cardiotoxicity**

Summary of Analysis - IPA\_TGFvsDMSO\_Sig - 2016-11-17 12:38 PM

| Name                               | p-value             | #Molecules |
|------------------------------------|---------------------|------------|
| Cardiac Dysfunction                | 4.70E-01 - 2.68E-14 | 54         |
| Cardiac Hypertrophy                | 2.38E-01 - 3.11E-12 | 82         |
| Cardiac Congestive Cardiac Failure | 2.29E-08 - 2.29E-08 | 30         |
| Heart Failure                      | 1.66E-01 - 2.29E-08 | 54         |
| Cardiac Fibrosis                   | 4.70E-01 - 5.53E-07 | 42         |

**Hepatotoxicity**

| Name                                 | p-value             | #Molecules |
|--------------------------------------|---------------------|------------|
| Liver Hyperplasia/Hyperproliferation | 5.58E-01 - 8.60E-18 | 737        |
| Liver Proliferation                  | 2.38E-01 - 2.41E-10 | 52         |
| Liver Cirrhosis                      | 1.66E-01 - 3.71E-10 | 57         |
| Hepatocellular Carcinoma             | 5.58E-01 - 3.77E-09 | 142        |
| Liver Cholestasis                    | 4.70E-01 - 4.55E-09 | 30         |

**Nephrotoxicity**

| Name                      | p-value             | #Molecules |
|---------------------------|---------------------|------------|
| Kidney Failure            | 5.54E-01 - 2.70E-12 | 60         |
| Renal Damage              | 1.66E-01 - 2.81E-09 | 61         |
| Glomerular Injury         | 3.64E-01 - 3.75E-08 | 71         |
| Renal Proliferation       | 4.70E-01 - 7.87E-08 | 59         |
| Renal Necrosis/Cell Death | 5.16E-01 - 1.15E-07 | 88         |

**Top Regulator Effect Networks**

| ID | Regulators                   | Diseases & Functions                       | Consistency Score |
|----|------------------------------|--------------------------------------------|-------------------|
| 1  | AIF1,EPHB6,FASN,POSTN,SCUBE3 | binding of protein binding site (+10 more) | 27.106            |

Summary of Analysis - IPA\_TGFvsDMSO\_Sig - 2016-11-17 12:38 PM

|   |                                                             |                                                       |        |
|---|-------------------------------------------------------------|-------------------------------------------------------|--------|
| 2 | AREG,EREG,FGFR1,mir-15,PCDH11Y,PRKCE,RET,TGFA               | central nervous system tumor (+8 more)                | 22.791 |
| 3 | AREG,FOXC2,HMGA2,ILK,MBD2,mir-15,PDCD4,POSTN,RET (+1 more)  | cell spreading,central nervous system tumor (+8 more) | 19.147 |
| 4 | AREG,mir-1,RET,TGFA                                         | cell movement of carcinoma cell lines (+5 more)       | 18.499 |
| 5 | AREG,EREG,FASN,FGFR1,FOXC2,mir-15,PDCD4,PRKCE,RET (+2 more) | central nervous system tumor (+5 more)                | 18.357 |

### Top Networks

| ID | Associated Network Functions                                                       | Score |
|----|------------------------------------------------------------------------------------|-------|
| 1  | Hereditary Disorder, Neurological Disease, Organismal Injury and Abnormalities     | 38    |
| 2  | Connective Tissue Disorders, Developmental Disorder, Hereditary Disorder           | 36    |
| 3  | Cellular Development, Hematological System Development and Function, Hematopoiesis | 36    |
| 4  | Amino Acid Metabolism, Small Molecule Biochemistry, Lipid Metabolism               | 36    |
| 5  | Cellular Development, Cellular Growth and Proliferation, Organ Development         | 34    |

### Top Tox Lists

| Name                                         | p-value  | Overlap       |
|----------------------------------------------|----------|---------------|
| LPS/IL-1 Mediated Inhibition of RXR Function | 3.47E-20 | 28.5 % 72/253 |
| Xenobiotic Metabolism Signaling              | 1.97E-15 | 22.4 % 79/352 |
| LXR/RXR Activation                           | 1.60E-12 | 30.9 % 38/123 |
| Cardiac Hypertrophy                          | 1.71E-12 | 19.2 % 85/442 |
| FXR/RXR Activation                           | 3.68E-12 | 30.2 % 38/126 |

### Top Analysis-Ready Molecules

#### Exp Log Ratio up-regulated

| Molecules    | Exp. Value     | Exp. Chart |
|--------------|----------------|------------|
| <b>Lce1g</b> | <b>↑ 8.189</b> |            |

---

Summary of Analysis - IPA\_TGFvsDMSO\_Sig - 2016-11-17 12:38 PM

---

|         |         |
|---------|---------|
| IL11    | ↑ 7.771 |
| CTSW    | ↑ 7.584 |
| IGLON5  | ↑ 7.384 |
| LGR6    | ↑ 7.369 |
| PKP1    | ↑ 7.093 |
| PCOLCE2 | ↑ 7.001 |
| TMEM119 | ↑ 6.921 |
| COL7A1  | ↑ 6.844 |
| NTSR1   | ↑ 6.832 |

**Exp Log Ratio down-regulated**

| Molecules | Exp. Value | Exp. Chart |
|-----------|------------|------------|
| AGT       | ↓ -7.940   |            |
| GSTA5*    | ↓ -7.592   |            |
| ALB       | ↓ -7.547   |            |
| APOA1     | ↓ -7.376   |            |
| Pzp       | ↓ -7.201   |            |
| AFM       | ↓ -7.195   |            |
| CYP4A22*  | ↓ -7.190   |            |
| Cyp2c70   | ↓ -7.152   |            |
| TTR       | ↓ -6.738   |            |
| Sult1d1   | ↓ -6.725   |            |

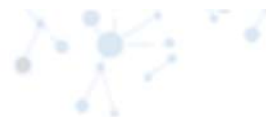

Analysis Name: IPA\_TGF\_2APBvsDMSO\_Sig - 2016-11-17 01:12 PM

Analysis Creation Date: 2016-11-17

Build version: 400896M

Content version: 28820210 (Release Date: 2016-09-24)

#### Analysis Settings

Reference set: Ingenuity Knowledge Base (Genes Only)

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses: My Pathways My List

Filter Summary:

Consider only relationships where

confidence = Experimentally Observed

Top Canonical Pathways

| Name                                                | p-value  | Overlap       |
|-----------------------------------------------------|----------|---------------|
| LPS/IL-1 Mediated Inhibition of RXR Function        | 4.76E-17 | 33.9 % 75/221 |
| Xenobiotic Metabolism Signaling                     | 2.64E-13 | 28.3 % 81/286 |
| LXR/RXR Activation                                  | 5.22E-13 | 38.0 % 46/121 |
| Hepatic Fibrosis / Hepatic Stellate Cell Activation | 1.25E-12 | 32.2 % 59/183 |
| Acute Phase Response Signaling                      | 5.89E-10 | 30.2 % 51/169 |

Top Upstream Regulators

| Upstream Regulator | p-value of overlap | Predicted Activation |
|--------------------|--------------------|----------------------|
| TGFB1              | 1.63E-73           | Activated            |
| TNF                | 4.71E-70           |                      |
| dexamethasone      | 1.12E-60           | Inhibited            |
| beta-estradiol     | 7.67E-57           |                      |
| progesterone       | 1.42E-46           |                      |

Top Diseases and Bio Functions

| Diseases and Disorders              |                     |            |
|-------------------------------------|---------------------|------------|
| Name                                | p-value             | #Molecules |
| Cancer                              | 1.31E-10 - 1.21E-59 | 2388       |
| Organismal Injury and Abnormalities | 1.40E-10 - 1.21E-59 | 2452       |
| Gastrointestinal Disease            | 1.31E-10 - 3.19E-50 | 2183       |
| Reproductive System Disease         | 9.79E-11 - 5.59E-30 | 1315       |
| Inflammatory Response               | 2.08E-11 - 1.02E-28 | 727        |

Molecular and Cellular Functions

Summary of Analysis - IPA\_TGF\_2APBvsDMSO\_Sig - 2016-11-17 01:12 PM

| Name                                   | p-value             | #Molecules |
|----------------------------------------|---------------------|------------|
| Cellular Movement                      | 9.52E-11 - 1.70E-69 | 743        |
| Cellular Development                   | 1.05E-10 - 2.92E-52 | 1059       |
| Cellular Growth and Proliferation      | 1.05E-10 - 6.83E-49 | 1116       |
| Cell Death and Survival                | 1.19E-10 - 9.20E-40 | 934        |
| Cell-To-Cell Signaling and Interaction | 9.20E-11 - 5.14E-37 | 516        |

**Physiological System Development and Function**

| Name                                           | p-value             | #Molecules |
|------------------------------------------------|---------------------|------------|
| Tissue Morphology                              | 1.06E-10 - 4.29E-45 | 769        |
| Organismal Development                         | 1.07E-10 - 4.90E-44 | 1018       |
| Cardiovascular System Development and Function | 1.12E-10 - 5.29E-44 | 514        |
| Immune Cell Trafficking                        | 9.20E-11 - 8.97E-34 | 391        |
| Hematological System Development and Function  | 9.20E-11 - 2.73E-33 | 642        |

**Top Tox Functions**

**Assays: Clinical Chemistry and Hematology**

| Name                                     | p-value             | #Molecules |
|------------------------------------------|---------------------|------------|
| Increased Levels of Alkaline Phosphatase | 3.27E-01 - 3.31E-04 | 21         |
| Increased Levels of Hematocrit           | 1.04E-03 - 1.04E-03 | 23         |
| Decreased Levels of Albumin              | 5.47E-01 - 6.83E-03 | 9          |
| Increased Levels of AST                  | 5.47E-01 - 2.96E-02 | 6          |
| Increased Levels of ALT                  | 4.83E-01 - 3.71E-02 | 9          |

**Cardiotoxicity**

Summary of Analysis - IPA\_TGF\_2APBvsDMSO\_Sig - 2016-11-17 01:12 PM

| Name                | p-value             | #Molecules |
|---------------------|---------------------|------------|
| Cardiac Hypertrophy | 3.27E-01 - 1.14E-12 | 105        |
| Cardiac Dysfunction | 3.08E-01 - 4.72E-11 | 62         |
| Heart Failure       | 4.10E-01 - 1.14E-08 | 74         |
| Cardiac Infarction  | 2.59E-01 - 2.57E-08 | 69         |
| Cardiac Fibrosis    | 2.11E-01 - 1.90E-07 | 54         |

Hepatotoxicity

| Name                                 | p-value             | #Molecules |
|--------------------------------------|---------------------|------------|
| Liver Hyperplasia/Hyperproliferation | 6.05E-01 - 9.83E-24 | 1040       |
| Liver Proliferation                  | 3.27E-01 - 4.50E-16 | 77         |
| Hepatocellular Carcinoma             | 6.05E-01 - 9.25E-13 | 202        |
| Liver Steatosis                      | 3.27E-01 - 5.98E-11 | 90         |
| Liver Fibrosis                       | 6.52E-01 - 8.09E-11 | 70         |

Nephrotoxicity

| Name                      | p-value             | #Molecules |
|---------------------------|---------------------|------------|
| Kidney Failure            | 1.00E00 - 2.79E-10  | 70         |
| Renal Damage              | 2.32E-01 - 1.06E-09 | 73         |
| Renal Proliferation       | 3.27E-01 - 2.75E-09 | 77         |
| Glomerular Injury         | 4.83E-01 - 3.65E-09 | 86         |
| Renal Necrosis/Cell Death | 6.52E-01 - 9.81E-08 | 114        |

| Top Regulator Effect Networks |                             |                                                              |
|-------------------------------|-----------------------------|--------------------------------------------------------------|
| ID                            | Regulators                  | Diseases & Functions                                         |
| 1                             | Collagen Alpha1,HDAC7,PDCD4 | adhesion of blood cells,development of vasculature (+5 more) |
|                               |                             | Consistency Score                                            |
|                               |                             | 17.907                                                       |

Summary of Analysis - IPA\_TGF\_2APBvsDMSO\_Sig - 2016-11-17 01:12 PM

|   |                                                           |                                            |        |
|---|-----------------------------------------------------------|--------------------------------------------|--------|
| 2 | CD3E,Collagen Alpha1,Collagen type I,DEF6,ILK (+5 more)   | development of neurons (+5 more)           | 16.045 |
| 3 | CD3E,Collagen Alpha1,Collagen type I,DEF6,PTAFR (+1 more) | development of connective tissue (+6 more) | 14.892 |
| 4 | EPHB6,GSC                                                 | differentiation of adipocytes (+6 more)    | 13.88  |
| 5 | AQP11,PDGFC,PPBP                                          | binding of protein binding site (+6 more)  | 10.681 |

### Top Networks

| ID | Associated Network Functions                                                                                     | Score |
|----|------------------------------------------------------------------------------------------------------------------|-------|
| 1  | Auditory Disease, Hereditary Disorder, Neurological Disease                                                      | 33    |
| 2  | Connective Tissue Development and Function, Connective Tissue Disorders, Nervous System Development and Function | 33    |
| 3  | Cellular Development, Cellular Growth and Proliferation, Organ Development                                       | 31    |
| 4  | Developmental Disorder, Hereditary Disorder, Metabolic Disease                                                   | 31    |
| 5  | Cellular Development, Cellular Growth and Proliferation, Embryonic Development                                   | 31    |

### Top Tox Lists

| Name                                         | p-value  | Overlap        |
|----------------------------------------------|----------|----------------|
| LPS/IL-1 Mediated Inhibition of RXR Function | 1.06E-17 | 32.8 % 83/253  |
| Liver Proliferation                          | 3.32E-17 | 33.6 % 77/229  |
| Xenobiotic Metabolism Signaling              | 7.82E-15 | 27.6 % 97/352  |
| LXR/RXR Activation                           | 1.04E-12 | 37.4 % 46/123  |
| Cardiac Hypertrophy                          | 1.35E-12 | 24.4 % 108/442 |

### Top Analysis-Ready Molecules

#### Exp Log Ratio up-regulated

| Molecules    | Exp. Value     | Exp. Chart |
|--------------|----------------|------------|
| <b>Lce1g</b> | <b>↑ 9.610</b> |            |

---

Summary of Analysis - IPA\_TGF\_2APBvsDMSO\_Sig - 2016-11-17 01:12 PM

---

|         |         |
|---------|---------|
| IGLON5  | ↑ 8.979 |
| IL11    | ↑ 8.602 |
| NTSR1   | ↑ 8.183 |
| ANGPTL2 | ↑ 8.142 |
| NAT8L   | ↑ 8.095 |
| PKP1    | ↑ 7.730 |
| LGR6    | ↑ 7.667 |
| CTSW    | ↑ 7.599 |
| CLDN4   | ↑ 7.576 |

**Exp Log Ratio down-regulated**

| Molecules | Exp. Value | Exp. Chart |
|-----------|------------|------------|
| AFM       | ↓ -10.453  |            |
| CYP4A22*  | ↓ -10.231  |            |
| Sult1d1   | ↓ -8.849   |            |
| AGT       | ↓ -8.689   |            |
| APOA1     | ↓ -8.544   |            |
| ALB       | ↓ -8.398   |            |
| FGA       | ↓ -8.329   |            |
| Pcp4l1    | ↓ -7.994   |            |
| GSTA5*    | ↓ -7.943   |            |
| Cyp2c70   | ↓ -7.787   |            |

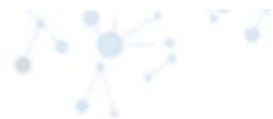

Analysis Name: IPA\_TGF\_2APBvsTGF\_Sig - 2016-11-17 12:39 PM

Analysis Creation Date: 2016-11-17

Build version: 400896M

Content version: 28820210 (Release Date: 2016-09-24)

#### Analysis Settings

Reference set: Ingenuity Knowledge Base (Genes + Endogenous Chemicals)

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses: My Pathways My List

Filter Summary:

Consider only relationships where

confidence = Experimentally Observed

Top Canonical Pathways

| Name                                         | p-value  | Overlap       |
|----------------------------------------------|----------|---------------|
| LPS/IL-1 Mediated Inhibition of RXR Function | 6.11E-10 | 13.7 % 31/226 |
| Acute Phase Response Signaling               | 7.50E-09 | 14.6 % 25/171 |
| LXR/RXR Activation                           | 1.50E-08 | 16.4 % 21/128 |
| Xenobiotic Metabolism Signaling              | 6.41E-08 | 11.1 % 32/289 |
| Nicotine Degradation III                     | 2.47E-07 | 22.0 % 13/59  |

Top Upstream Regulators

| Upstream Regulator | p-value of overlap | Predicted Activation |
|--------------------|--------------------|----------------------|
| lipopolysaccharide | 4.63E-32           |                      |
| dextran sulfate    | 3.18E-30           |                      |
| TGFB1              | 5.50E-30           | Activated            |
| IL6                | 5.98E-27           | Inhibited            |
| beta-estradiol     | 2.06E-26           |                      |

Top Diseases and Bio Functions

Diseases and Disorders

| Name                                   | p-value             | #Molecules |
|----------------------------------------|---------------------|------------|
| Cancer                                 | 3.97E-06 - 8.05E-34 | 791        |
| Organismal Injury and Abnormalities    | 4.05E-06 - 8.05E-34 | 811        |
| Gastrointestinal Disease               | 4.05E-06 - 3.60E-30 | 731        |
| Reproductive System Disease            | 2.00E-06 - 2.54E-23 | 461        |
| Dermatological Diseases and Conditions | 2.37E-06 - 3.71E-23 | 427        |

Molecular and Cellular Functions

Summary of Analysis - IPA\_TGF\_2APBvsTGF\_Sig - 2016-11-17 12:39 PM

| Name                                   | p-value             | #Molecules |
|----------------------------------------|---------------------|------------|
| Cellular Development                   | 3.89E-06 - 4.50E-26 | 364        |
| Cellular Growth and Proliferation      | 3.89E-06 - 5.73E-26 | 407        |
| Cellular Movement                      | 3.84E-06 - 1.74E-24 | 264        |
| Cell Death and Survival                | 3.84E-06 - 1.44E-22 | 340        |
| Cell-To-Cell Signaling and Interaction | 1.35E-06 - 9.26E-19 | 184        |

**Physiological System Development and Function**

| Name                                           | p-value             | #Molecules |
|------------------------------------------------|---------------------|------------|
| Tissue Morphology                              | 2.64E-06 - 6.20E-28 | 273        |
| Hematological System Development and Function  | 3.89E-06 - 2.33E-24 | 239        |
| Organismal Development                         | 3.09E-06 - 6.90E-20 | 343        |
| Lymphoid Tissue Structure and Development      | 3.89E-06 - 3.70E-19 | 170        |
| Cardiovascular System Development and Function | 2.84E-06 - 5.18E-17 | 162        |

**Top Tox Functions**

**Assays: Clinical Chemistry and Hematology**

| Name                           | p-value             | #Molecules |
|--------------------------------|---------------------|------------|
| Increased Levels of Albumin    | 4.33E-02 - 4.33E-02 | 2          |
| Decreased Levels of Hematocrit | 5.28E-02 - 5.28E-02 | 2          |
| Increased Levels of ALT        | 3.47E-01 - 7.41E-02 | 4          |
| Increased Levels of Bilirubin  | 1.09E-01 - 1.09E-01 | 2          |
| Increased Levels of Potassium  | 1.48E-01 - 1.48E-01 | 2          |

**Cardiotoxicity**

Summary of Analysis - IPA\_TGF\_2APBvsTGF\_Sig - 2016-11-17 12:39 PM

| Name                   | p-value             | #Molecules |
|------------------------|---------------------|------------|
| Cardiac Infarction     | 2.94E-01 - 1.02E-06 | 30         |
| Cardiac Hypertrophy    | 3.95E-01 - 1.18E-05 | 35         |
| Pulmonary Hypertension | 8.71E-03 - 4.07E-05 | 15         |
| Cardiac Stenosis       | 8.50E-02 - 2.38E-04 | 9          |
| Cardiac Output         | 9.68E-02 - 3.51E-04 | 8          |

Hepatotoxicity

| Name                                 | p-value             | #Molecules |
|--------------------------------------|---------------------|------------|
| Liver Hyperplasia/Hyperproliferation | 5.21E-01 - 3.76E-16 | 359        |
| Hepatocellular Carcinoma             | 3.71E-01 - 1.32E-09 | 80         |
| Liver Steatosis                      | 2.87E-01 - 1.80E-05 | 33         |
| Liver Fibrosis                       | 3.68E-01 - 3.59E-05 | 23         |
| Liver Inflammation/Hepatitis         | 1.00E00 - 3.83E-05  | 33         |

Nephrotoxicity

| Name                      | p-value             | #Molecules |
|---------------------------|---------------------|------------|
| Kidney Failure            | 5.56E-01 - 6.97E-08 | 33         |
| Renal Damage              | 5.73E-01 - 2.43E-06 | 28         |
| Renal Tubule Injury       | 1.61E-01 - 2.43E-06 | 20         |
| Renal Necrosis/Cell Death | 6.34E-01 - 5.59E-05 | 46         |
| Renal Inflammation        | 1.00E00 - 4.77E-04  | 30         |

| Top Regulator Effect Networks |                                                              |                                           |
|-------------------------------|--------------------------------------------------------------|-------------------------------------------|
| ID                            | Regulators                                                   | Diseases & Functions                      |
| 1                             | ACTL6A,AR,CDKN1A,CDKN2A,CHUK,CSF2,E2F3,ESR1,FOXO1 (+13 more) | cytokinesis of tumor cell lines (+2 more) |
|                               |                                                              | Consistency Score                         |
|                               |                                                              | 14.606                                    |

Summary of Analysis - IPA\_TGF\_2APBvsTGF\_Sig - 2016-11-17 12:39 PM

|   |                                                              |                                                  |       |
|---|--------------------------------------------------------------|--------------------------------------------------|-------|
| 2 | ACTL6A,ATF6,EP400,LHX1,RABL6,Retinoic acid-RAR-RXR (+2 more) | cell proliferation of tumor cell lines (+3 more) | 7.031 |
| 3 | LCN2,MAP3K8,MYBL2,PHLPP1,SOCS6                               | cell viability of tumor cell lines,obesity       | 4.714 |
| 4 | MST1,SMOC2,Stat3-Stat3                                       | apoptosis of tumor cell lines,obesity (+1 more)  | 3.357 |
| 5 | DCN,FOXO1,MAP3K8,PTGER2,TGFB2                                | cerebrovascular dysfunction,obesity              | 3.212 |

### Top Networks

| ID | Associated Network Functions                                                                             | Score |
|----|----------------------------------------------------------------------------------------------------------|-------|
| 1  | Cell Cycle, Cellular Assembly and Organization, DNA Replication, Recombination, and Repair               | 47    |
| 2  | Cell-To-Cell Signaling and Interaction, Hematological System Development and Function, Tissue Morphology | 42    |
| 3  | Cell Cycle, Cellular Movement, DNA Replication, Recombination, and Repair                                | 40    |
| 4  | Endocrine System Development and Function, Small Molecule Biochemistry, Amino Acid Metabolism            | 37    |
| 5  | Post-Translational Modification, Connective Tissue Disorders, Dermatological Diseases and Conditions     | 34    |

### Top Tox Lists

| Name                                         | p-value  | Overlap       |
|----------------------------------------------|----------|---------------|
| LPS/IL-1 Mediated Inhibition of RXR Function | 6.48E-10 | 13.0 % 33/253 |
| LXR/RXR Activation                           | 7.21E-09 | 17.1 % 21/123 |
| Xenobiotic Metabolism Signaling              | 7.53E-08 | 10.2 % 36/352 |
| Positive Acute Phase Response Proteins       | 8.81E-08 | 33.3 % 10/30  |
| Renal Necrosis/Cell Death                    | 1.35E-07 | 8.8 % 46/525  |

### Top Analysis-Ready Molecules

#### Exp Log Ratio up-regulated

| Molecules | Exp. Value | Exp. Chart |
|-----------|------------|------------|
| Mroh4     | ↑ 4.246    |            |
| BIRC7     | ↑ 4.093    |            |
| CHRNA4    | ↑ 3.800    |            |

|                            |         |
|----------------------------|---------|
| KCNN3                      | ↑ 3.778 |
| PRKG1                      | ↑ 3.574 |
| FIBCD1                     | ↑ 3.363 |
| DLX3                       | ↑ 3.218 |
| LTF                        | ↑ 3.161 |
| OSM                        | ↑ 3.155 |
| Scgb1b27 (includes others) | ↑ 3.139 |

Exp Log Ratio down-regulated

| Molecules | Exp. Value | Exp. Chart |
|-----------|------------|------------|
| FGA       | ↓ -4.174   |            |
| STC1      | ↓ -3.888   |            |
| PCDH10    | ↓ -3.864   |            |
| GZMH      | ↓ -3.641   |            |
| Mcpt8     | ↓ -3.595   |            |
| mir-1247  | ↓ -3.563   |            |
| ENPEP     | ↓ -3.554   |            |
| NDNF      | ↓ -3.330   |            |
| CFH       | ↓ -3.265   |            |
| AFM       | ↓ -3.258   |            |

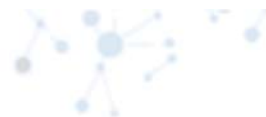

Analysis Name: interval\_1.5\_Up\_then\_down\_170518 - 2017-05-18 05:16 PM

Analysis Creation Date: 2017-05-18

Build version: 441680M

Content version: 33559992 (Release Date: 2017-03-28)

#### Analysis Settings

Reference set: Ingenuity Knowledge Base (Genes Only)

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses: My Pathways My List

Filter Summary:

Consider only relationships where

confidence = Experimentally Observed

Top Canonical Pathways

| Name                                                       | p-value  | Overlap       |
|------------------------------------------------------------|----------|---------------|
| Role of BRCA1 in DNA Damage Response                       | 4.65E-06 | 15.4 % 12/78  |
| Pancreatic Adenocarcinoma Signaling                        | 1.72E-05 | 11.9 % 14/118 |
| DNA Double-Strand Break Repair by Homologous Recombination | 4.42E-05 | 35.7 % 5/14   |
| Molecular Mechanisms of Cancer                             | 1.13E-04 | 7.0 % 26/374  |
| Dolichyl-diphosphooligosaccharide Biosynthesis             | 2.51E-04 | 36.4 % 4/11   |

Top Upstream Regulators

| Upstream Regulator | p-value of overlap | Predicted Activation |
|--------------------|--------------------|----------------------|
| E2F4               | 7.65E-12           |                      |
| E2f                | 2.34E-09           |                      |
| RB1                | 2.88E-08           |                      |
| EP400              | 3.12E-08           |                      |
| TBX2               | 1.06E-07           |                      |

Top Diseases and Bio Functions

| Diseases and Disorders              |                     |            |
|-------------------------------------|---------------------|------------|
| Name                                | p-value             | #Molecules |
| Cancer                              | 1.42E-02 - 1.63E-07 | 586        |
| Organismal Injury and Abnormalities | 1.42E-02 - 1.63E-07 | 591        |
| Gastrointestinal Disease            | 1.40E-02 - 5.71E-07 | 485        |
| Developmental Disorder              | 1.33E-02 - 6.41E-06 | 131        |
| Neurological Disease                | 1.32E-02 - 1.04E-05 | 34         |

Molecular and Cellular Functions

Summary of Analysis - interval 1.5 Up then down 170518 - 2017-05-18 05:16 PM

| Name                                       | p-value             | #Molecules |
|--------------------------------------------|---------------------|------------|
| DNA Replication, Recombination, and Repair | 1.22E-02 - 1.21E-12 | 108        |
| Cell Cycle                                 | 1.43E-02 - 1.69E-07 | 155        |
| Cellular Development                       | 1.32E-02 - 2.98E-06 | 135        |
| Cell Morphology                            | 1.32E-02 - 6.33E-06 | 137        |
| Cellular Assembly and Organization         | 1.32E-02 - 6.33E-06 | 151        |

**Physiological System Development and Function**

| Name                                       | p-value             | #Molecules |
|--------------------------------------------|---------------------|------------|
| Organismal Survival                        | 7.36E-03 - 7.74E-08 | 162        |
| Embryonic Development                      | 1.37E-02 - 7.35E-07 | 112        |
| Organismal Development                     | 1.42E-02 - 7.35E-07 | 155        |
| Tissue Morphology                          | 1.32E-02 - 7.35E-07 | 80         |
| Connective Tissue Development and Function | 1.22E-02 - 2.98E-06 | 60         |

**Top Tox Functions**

**Assays: Clinical Chemistry and Hematology**

| Name                                     | p-value             | #Molecules |
|------------------------------------------|---------------------|------------|
| Increased Levels of Potassium            | 6.09E-02 - 6.09E-02 | 1          |
| Increased Levels of Alkaline Phosphatase | 1.83E-01 - 1.02E-01 | 5          |
| Increased Levels of Blood Urea Nitrogen  | 1.05E-01 - 1.05E-01 | 2          |
| Decreased Levels of Albumin              | 1.45E-01 - 1.45E-01 | 1          |
| Increased Levels of LDH                  | 2.92E-01 - 2.92E-01 | 1          |

**Cardiotoxicity**

Summary of Analysis - interval 1.5 Up then down 170518 - 2017-05-18 05:16 PM

| Name                 | p-value             | #Molecules |
|----------------------|---------------------|------------|
| Cardiac Hypoplasia   | 3.35E-01 - 6.85E-03 | 7          |
| Cardiac Damage       | 3.14E-01 - 8.32E-03 | 6          |
| Cardiac Degeneration | 8.97E-03 - 8.97E-03 | 2          |
| Cardiac Hemorrhaging | 8.99E-02 - 1.81E-02 | 2          |
| Bradycardia          | 3.86E-01 - 3.09E-02 | 2          |

### Hepatotoxicity

| Name                                 | p-value             | #Molecules |
|--------------------------------------|---------------------|------------|
| Liver Inflammation/Hepatitis         | 1.00E00 - 2.81E-03  | 12         |
| Liver Hyperplasia/Hyperproliferation | 1.00E00 - 1.03E-02  | 225        |
| Hepatocellular Carcinoma             | 5.98E-01 - 1.22E-02 | 34         |
| Liver Proliferation                  | 2.33E-01 - 1.70E-02 | 11         |
| Liver Fibrosis                       | 3.80E-01 - 2.36E-02 | 9          |

### Nephrotoxicity

| Name                      | p-value             | #Molecules |
|---------------------------|---------------------|------------|
| Renal Necrosis/Cell Death | 5.15E-01 - 4.90E-03 | 28         |
| Glomerular Injury         | 5.15E-01 - 1.81E-02 | 10         |
| Kidney Failure            | 5.00E-01 - 3.09E-02 | 7          |
| Nephrosis                 | 4.67E-01 - 3.09E-02 | 5          |
| Renal Dilation            | 3.09E-02 - 3.09E-02 | 1          |

### Top Networks

| ID | Associated Network Functions                                                                  | Score |
|----|-----------------------------------------------------------------------------------------------|-------|
| 1  | RNA Post-Transcriptional Modification, Nucleic Acid Metabolism, Small Molecule Biochemistry   | 51    |
| 2  | DNA Replication, Recombination, and Repair, Cell Cycle, RNA Post-Transcriptional Modification | 48    |

Summary of Analysis - interval 1.5 Up then down 170518 - 2017-05-18 05:16 PM

|   |                                                                                                     |    |
|---|-----------------------------------------------------------------------------------------------------|----|
| 3 | Cellular Assembly and Organization, DNA Replication, Recombination, and Repair, Hereditary Disorder | 44 |
| 4 | Cell Cycle, Cellular Assembly and Organization, DNA Replication, Recombination, and Repair          | 43 |
| 5 | DNA Replication, Recombination, and Repair, Cell Cycle, Cellular Compromise                         | 40 |

Top Tox Lists

| Name                                                                                                         | p-value  | Overlap      |
|--------------------------------------------------------------------------------------------------------------|----------|--------------|
| Renal Necrosis/Cell Death                                                                                    | 2.49E-03 | 5.4 % 29/533 |
| Cell Cycle: G1/S Checkpoint Regulation                                                                       | 4.20E-03 | 10.6 % 7/66  |
| TGF- Signaling                                                                                               | 2.15E-02 | 7.8 % 7/90   |
| Increases Heart Failure                                                                                      | 3.29E-02 | 13.0 % 3/23  |
| Genes Upregulated in Response to Proteinuria-induced Oxidative Stress in Renal Proximal Tubule Cells (Human) | 3.64E-02 | 20.0 % 2/10  |

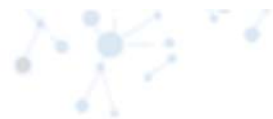

Analysis Name: interval\_1.5\_down\_then\_up\_170518 - 2017-05-18 05:16 PM

Analysis Creation Date: 2017-05-18

Build version: 441680M

Content version: 33559992 (Release Date: 2017-03-28)

#### Analysis Settings

Reference set: Ingenuity Knowledge Base (Genes Only)

Relationship to include: Direct and Indirect

Includes Endogenous Chemicals

Optional Analyses: My Pathways My List

Filter Summary:

Consider only relationships where

confidence = Experimentally Observed

| Top Canonical Pathways                  |          |               |
|-----------------------------------------|----------|---------------|
| Name                                    | p-value  | Overlap       |
| Protein Ubiquitination Pathway          | 1.27E-04 | 8.6 % 22/255  |
| Caveolar-mediated Endocytosis Signaling | 9.11E-04 | 12.7 % 9/71   |
| Adenine and Adenosine Salvage I         | 1.27E-03 | 100.0 % 2/2   |
| Regulation of eIF4 and p70S6K Signaling | 1.50E-03 | 8.9 % 14/157  |
| Oxidative Phosphorylation               | 1.76E-03 | 10.1 % 11/109 |

| Top Upstream Regulators |                    |                      |
|-------------------------|--------------------|----------------------|
| Upstream Regulator      | p-value of overlap | Predicted Activation |
| HNH4A                   | 6.75E-07           |                      |
| ST1926                  | 7.43E-06           |                      |
| RICTOR                  | 1.39E-05           |                      |
| IL5                     | 3.96E-05           |                      |
| CD38                    | 5.72E-05           |                      |

| Top Diseases and Bio Functions      |                     |            |
|-------------------------------------|---------------------|------------|
| Diseases and Disorders              |                     |            |
| Name                                | p-value             | #Molecules |
| Cancer                              | 1.73E-02 - 2.38E-12 | 685        |
| Organismal Injury and Abnormalities | 1.73E-02 - 2.38E-12 | 697        |
| Gastrointestinal Disease            | 1.73E-02 - 5.33E-08 | 568        |
| Reproductive System Disease         | 1.67E-02 - 5.42E-07 | 308        |
| Developmental Disorder              | 1.73E-02 - 2.20E-06 | 91         |

Molecular and Cellular Functions

Summary of Analysis - interval 1.5 down then up 170518 - 2017-05-18 05:16 PM

| Name                               | p-value             | #Molecules |
|------------------------------------|---------------------|------------|
| Cell Morphology                    | 1.73E-02 - 1.23E-05 | 181        |
| Gene Expression                    | 1.73E-02 - 1.70E-05 | 157        |
| Cellular Movement                  | 1.47E-02 - 2.83E-05 | 35         |
| Cellular Assembly and Organization | 1.73E-02 - 7.51E-05 | 144        |
| Cellular Function and Maintenance  | 1.73E-02 - 7.51E-05 | 178        |

**Physiological System Development and Function**

| Name                                           | p-value             | #Molecules |
|------------------------------------------------|---------------------|------------|
| Cardiovascular System Development and Function | 1.44E-02 - 4.27E-04 | 33         |
| Organismal Development                         | 1.73E-02 - 4.27E-04 | 179        |
| Tissue Morphology                              | 1.73E-02 - 4.27E-04 | 114        |
| Hematological System Development and Function  | 1.73E-02 - 5.94E-04 | 90         |
| Immune Cell Trafficking                        | 1.73E-02 - 5.94E-04 | 33         |

**Top Tox Functions**

**Assays: Clinical Chemistry and Hematology**

| Name                                     | p-value             | #Molecules |
|------------------------------------------|---------------------|------------|
| Increased Levels of AST                  | 1.96E-01 - 3.56E-02 | 2          |
| Increased Levels of Alkaline Phosphatase | 3.56E-02 - 3.56E-02 | 1          |
| Decreased Levels of Albumin              | 3.76E-01 - 7.00E-02 | 3          |
| Increased Levels of CRP                  | 7.00E-02 - 7.00E-02 | 1          |
| Increased Levels of Potassium            | 7.00E-02 - 7.00E-02 | 1          |

**Cardiotoxicity**

Summary of Analysis - interval 1.5 down then up 170518 - 2017-05-18 05:16 PM

| Name                     | p-value             | #Molecules |
|--------------------------|---------------------|------------|
| Congenital Heart Anomaly | 5.96E-01 - 2.85E-02 | 14         |
| Cardiac Dilation         | 7.00E-02 - 3.49E-02 | 5          |
| Cardiac Arteriopathy     | 9.80E-02 - 3.56E-02 | 4          |
| Pulmonary Hypertension   | 5.66E-01 - 3.56E-02 | 3          |
| Cardiac Enlargement      | 6.25E-01 - 5.63E-02 | 22         |

Hepatotoxicity

| Name                                 | p-value             | #Molecules |
|--------------------------------------|---------------------|------------|
| Liver Hyperplasia/Hyperproliferation | 6.38E-01 - 4.26E-04 | 277        |
| Hepatocellular Carcinoma             | 6.38E-01 - 3.56E-02 | 38         |
| Liver Damage                         | 1.00E00 - 3.56E-02  | 13         |
| Liver Hematopoiesis                  | 3.04E-01 - 3.56E-02 | 2          |
| Liver Inflammation/Hepatitis         | 1.00E00 - 3.56E-02  | 8          |

Nephrotoxicity

| Name               | p-value             | #Molecules |
|--------------------|---------------------|------------|
| Renal Dysfunction  | 3.56E-02 - 1.37E-03 | 5          |
| Glomerular Injury  | 5.38E-01 - 7.25E-03 | 16         |
| Renal Fibrosis     | 4.40E-01 - 7.25E-03 | 4          |
| Renal Inflammation | 1.00E00 - 7.58E-03  | 15         |
| Renal Nephritis    | 1.00E00 - 7.58E-03  | 15         |

Top Networks

| ID | Associated Network Functions                                                                                   | Score |
|----|----------------------------------------------------------------------------------------------------------------|-------|
| 1  | Cell-To-Cell Signaling and Interaction, Hematological System Development and Function, Immune Cell Trafficking | 51    |

---

Summary of Analysis - interval 1.5 down then up 170518 - 2017-05-18 05:16 PM

---

|   |                                                                                          |    |
|---|------------------------------------------------------------------------------------------|----|
| 2 | Cell Morphology, Cellular Assembly and Organization, Cellular Function and Maintenance   | 51 |
| 3 | Cellular Function and Maintenance, Cellular Movement, Carbohydrate Metabolism            | 51 |
| 4 | Organ Morphology, Reproductive System Development and Function, Cancer                   | 46 |
| 5 | Tissue Morphology, Cellular Assembly and Organization, Cellular Function and Maintenance | 44 |

#### Top Tox Lists

| Name                      | p-value  | Overlap      |
|---------------------------|----------|--------------|
| Mitochondrial Dysfunction | 1.05E-02 | 7.4 % 13/176 |
| RAR Activation            | 1.89E-02 | 6.8 % 13/190 |
| VDR/RXR Activation        | 5.95E-02 | 7.7 % 6/78   |
| Increases Liver Damage    | 9.34E-02 | 6.2 % 8/130  |
| Cardiac Hypertrophy       | 9.79E-02 | 5.0 % 17/338 |

How the deposited data were processed for this re-analysis (not part of the article)

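NMuMG cells were treated with DMSO, with TGF-β at 5 ng/ml, or with TGF-β at 5 ng/ml and 2APB at 50 uM, and RNA of 2 replicates per group was sequenced, which gave 6 libraries in 3 groups. The paper's results give the treatment as 24 h, while its methods place 2APB for 24 h before TGF-β, and the timing could not be settled from the data. RNA was prepared in triplicate according to the paper, and 2 replicates per group were sequenced and analysed here.

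The authors sequenced single-end reads, checked them with FastQC, aligned them with TopHat and counted them on genes with featureCounts, and the deposited values are these raw counts per gene, not scaled between libraries. The methods name the human genome hg19, but the deposited gene symbols are mouse symbols. The paper's text does not name the gene annotation, the strand setting or the treatment of reads with several alignments. The table holds 18512 entries, each with a count above 0 in at least 1 library. A spreadsheet had changed 25 of the names into dates, and 4 of these entries share a name with another entry. They were kept in the fits and are not named here. Every value was even, and 47.69% of the values above 0 could be divided by 4. Total counts per library ran from 71840570 to 79473182. The floor of 3 counts used for lower bounds covers no spread between replicates. It may not cover counting error either, since every value was even and reads are not independent molecules. Gene positions and the GC content of the longest transcript came from a GRCm38 annotation, to which 17551 entries (94.81%) were matched by symbol. Read-level data and the networks of the IPA software were not analysed here.

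The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Libraries were scaled by TMM factors, and genes with a mean of at least 20 normalized counts, the paper's minimum, were kept. The 3 groups were fitted in 1 quasi-likelihood model without further covariates, and each pair of groups was compared by the quasi-likelihood F-test. Benjamini-Hochberg FDR values of 0.05 or less, the paper's threshold, were called differentially expressed. Standard errors are the log2 fold change divided by the square root of F. Normalized counts are scaled to the mean library and given as mean and SD of 2 replicates. With 2 replicates per group, tests of single genes came from this shared model or from the alternatives listed below. No regrouping of the libraries was tested. The ratio rule of the paper was applied to log2 fold changes from DESeq2 1.42.0 with its fold change prior, with ratios between -1.5 and -0.5 and a mean of at least 10. Principal components used the 500 most variable genes after the blind rlog transform. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and plots.

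The main settings, the lists of genes named by the paper, the marker lists of other cell types and most alternatives were chosen before the data were examined. Genes named in the text are those the paper names for its RNA-seq data, the integrins by symbol, the marker lists, and 3 rises and 3 falls for each comparison. These rises and falls were the largest by fitted log2 fold change among called genes with the same sign in both same-numbered replicates. Genes named outside this rule were chosen after their values were seen. Results for 1 gene within the rule are not reported here. The alternatives were DESeq2 with and without the prior, scaling by RLE or by library size only, no filter on the mean count, the filter after the fit, at least 10 counts in every library, the replicate number as a block, fits of only the 4 libraries compared, an FDR of 0.01, a log2 fold change of at least 1 in size, and each library left out in turn. For the ratio rule they were edgeR or unshrunken fold changes, other count minimums, ratios between -1.25 and -0.75 and added calls by FDR. For the principal components they were other transforms and gene sets, and for the correlation other gene sets, shrunken fold changes and unshared DMSO libraries. After the data had been seen, a block with the TGF-β+2APB replicates exchanged, halved counts, a GC content correction (loess, span 0.5) and an integrin list without 3 binding protein genes were added. The block with the replicate number gave 1342 genes between TGF-β+2APB and TGF-β.

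The procedure was tested on simulated data with known changes. Of 200 changed genes, 171 (85.5%) were called and 14 of 13053 unchanged genes were called. The ratio rule selected 194 of 200 reversed genes in the right direction and 3566 of 13153 unchanged genes. The GC correction brought the simulated Spearman correlation of the replicate difference with GC content from 0.667 to 0.000212.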

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

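The tests of the Y-linked genes and of the 10 gland genes were chosen only after the patterns they address had been seen.

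Transcripts of white blood cells, which the paper does not discuss, were counted in replicate 2 of TGF-β+2APB, and for some genes in both replicates, above their level in DMSO. The summed count of 10 leukocyte markers was 856 and 382 in the DMSO replicates, 614 and 478 with TGF-β, and 1164 and 6730 with TGF-β+2APB. In replicate 1 of TGF-β+2APB, Itgb2 made up 690 of the 1164 counts, while Ptprc had 36, against 224 and 138 in DMSO. The summed count of the neutrophil markers was 200 and 48 in DMSO, 38 and 68 with TGF-β, and 422 and 1528 with TGF-β+2APB, so it was above DMSO in both replicates. Against DMSO, edgeR called 3 of 5 tested neutrophil markers, S100a8, S100a9 and Ltf, and 2 of 10 leukocyte markers, Itgb2 and Siglec1, higher with TGF-β+2APB, and 2 and 2 with the replicate block. DESeq2 with the prior called 4 of 8 neutrophil and 6 of 10 leukocyte markers higher, and without the prior 4 of 9 and 4 of 10. Siglec1 had 110 counts in each replicate, so a signal in replicate 2 alone does not account for all of these genes. Replicates 1 and 2 of TGF-β+2APB had the same treatment and similar totals, 79460664 and 78790318 counts, so neither the treatment nor the depth separates them. Of 20 markers of neutrophils, leukocytes, endothelium and erythroid cells with enough counts, 8 were at least 4 times higher in replicate 2 than in replicate 1, of which 7 were among the 10 leukocyte markers, 1 among 6 neutrophil markers, and 0 among 3 endothelial and 1 erythroid marker. This result lies between the outcomes set out for RNA of other cells in 1 library and for a rise in both, so the pattern cannot be told apart from RNA of other cells. Macrophage genes, chosen after their values were seen, showed it most clearly, as Lyz2 was counted 158 times in replicate 1 and 29060 times in replicate 2. Lyz2 also had 3654 and 1080 counts in DMSO and 810 and 182 with TGF-β, so it was not confined to 1 library.

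In the same library, the summed count of 4 Y-linked genes was 178, another signal in genes the paper does not discuss. It was 32 and 10 in DMSO, 4 and 0 with TGF-β and 0 in replicate 1 of TGF-β+2APB, and each of the 4 genes was highest in replicate 2 of TGF-β+2APB. Xist was counted between 115766 and 314826 times in every library. These 178 counts are consistent with RNA of male cells in replicate 2 of TGF-β+2APB, which remains a hypothesis. Over all tested genes, 323 were at least 4 times higher in replicate 2 of TGF-β+2APB than in replicate 1 and 9 the other way round, against 12 and 69 between the DMSO replicates and 65 and 75 between the TGF-β replicates. Of the 323 genes, edgeR called 3 higher than in DMSO and 1 higher than with TGF-β, and DESeq2 with the prior called 32 and 68. Of the same 323 genes, 268 were higher in DMSO replicate 1 than in DMSO replicate 2, so the difference between replicates was not confined to TGF-β+2APB.

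Transcripts of salivary and lacrimal glands were counted in 3 libraries and hardly in DMSO. The pattern was noticed in genes such as Bpifa2, named after its values were seen, with 1158, 3216 and 5448 counts in TGF-β replicate 2 and TGF-β+2APB replicates 1 and 2, and 0 in TGF-β replicate 1. The summed count of 10 further gland genes, not used to notice it, was 108 in TGF-β replicate 2, 230 and 404 with TGF-β+2APB, and 0 in DMSO and in TGF-β replicate 1. Because both TGF-β replicates had the same treatment, the treatment alone does not account for 0 and 108 counts in them. Their total counts, 79473182 and 72543866, differ in the other direction. RNA of other cells in these 3 libraries is a candidate explanation that remains after this test, but no test separated it from expression of the gland genes in the cultures themselves. Of 15 genes nearly absent from DMSO and from TGF-β replicate 1 with at least 40 counts in TGF-β replicate 2, Smr3a and Spt1 among them, edgeR called 14 higher with TGF-β+2APB than in DMSO, and DESeq2 with the prior called 1, Crisp3, singled out after its values were seen. With the TGF-β replicates exchanged, 0 genes showed the pattern.

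Of the technical explanations, the deposited counts were not scaled between libraries and include no gene with 0 in every library, a restriction common to all libraries, and the 10 most abundant genes took between 6.35% and 7.4% of the counts in each library, so neither separates the replicates. GC content was related to the difference between the TGF-β+2APB replicates with a Spearman correlation of -0.254 across genes, and its removal left the SD of that difference at 0.777, against 0.778 before. Reads shared between paralogs and a mislabelled sample were not tested.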

How the results depend on the processing

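The halved counts, the GC content correction and the block with exchanged replicates were chosen only after the data had been seen. The cause of a change with a setting was not tested.

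The numbers of differentially expressed genes with TGF-β and with TGF-β+2APB against DMSO, and of genes shared by both, stayed within 1.5 times their main values of 5548, 7044 and 4825 under both DESeq2 settings, RLE and library size scaling, the 3 other count filters, the replicate block (4737, 6358 and 4136) and the fits of only the 4 libraries compared (4743, 8990 and 4364). They also did so under the halved counts, the GC content correction and the block with exchanged replicates. A stricter threshold moved them further. An FDR of 0.01 gave 3369 genes with TGF-β and 2975 shared genes, and a log2 fold change of at least 1 in size gave 2117, 3029 and 1888.

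The comparison of TGF-β+2APB with TGF-β, with 2334 genes, depended on more settings. It gave 1342 genes with the replicate block, 878 with only the 4 libraries compared, 601 with an FDR of 0.01, 840 with a log2 fold change of at least 1 in size, and from 834 to 858 in the fits that each left out 1 DMSO library. DESeq2 without and with the prior gave 3301 and 3259 genes, and library size scaling gave 2682. Of the settings chosen after seeing the data, the block with exchanged replicates gave 2465 and the GC content correction 3688. The integrins called in this comparison, 6 in the main setting, were 10 with each DESeq2 setting, 2 with the replicate block, 2 with only the 4 libraries compared, 2 with an FDR of 0.01, 3 with a log2 fold change of at least 1 in size, and 2 in each fit that left out 1 DMSO library. No setting that was run called an integrin lower with TGF-β and then higher with TGF-β+2APB, and at an unadjusted p under 0.05 in the main setting 0 did so. Of the genes of Supplementary Figure 5, 20 of 21 were called in the main setting, all 13 that had at least 10 counts in every library with that filter, 13 of 21 with the replicate block, 11 with only the 4 libraries compared, 9 with an FDR of 0.01, and from 11 to 12 with 1 DMSO library left out.

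The Up-Down genes, 815 in the main setting, numbered 1272 without a count filter, 407 with a narrower ratio range, 166 with an FDR of 0.05 or less also required in both steps, and 295 with that FDR and no ratio. The Down-Up genes, 935 in the main setting, numbered 459, 71 and 116 under the last 3 of these settings.

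PC1 carried 87.6% of the variance, 81.65% after a log2 CPM transform, 79.91% with all genes with a mean of at least 20, and from 81.49% to 95.16% with 1 library left out. The correlation of the changes against DMSO, 0.868, was 0.7276 with all genes with any count, 0.9332 with genes called in either comparison, 0.9131 with the DESeq2 prior, 0.7941 with unshared DMSO libraries (0.8791 with the DMSO replicates exchanged), 0.873 with the replicate block, and from 0.7956 to 0.9064 with 1 library left out.

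Of 117 values of 54 single genes, 65 kept their call and their sign in every alternative with a test. Over all alternatives 34 values lost their call in at least 1, and 16 gained one. In alternatives with a test 2 values changed sign. The log2 fold change of Abcg1 with TGF-β was 0.0179 with exchanged replicates as a block, chosen after seeing the data, against -0.06, and that of Akt1 with TGF-β+2APB against DMSO was -0.0607 with library size scaling, against 0.00. In the fits that each left out 1 library, 10 values had the other sign in at least 1 fit. Those from TGF-β to TGF-β+2APB included Itgam, at -1.42 against 3.99, Itgal, at -0.47 against 2.74, and Itga4, at -0.42 against 0.79. By setting, values lost their call in 12 cases with the replicate block, 13 with only the 4 libraries compared, 24 with an FDR of 0.01 and 18 with a log2 fold change of at least 1 in size. With RLE scaling none of the 117 changed.

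Depth limits the genes with few counts. Snai1, with 6 to 62 counts per library, kept its call with TGF-β in 7 of 8 alternatives with a test at an FDR of 0.05. Halved counts with the DESeq2 prior, chosen after seeing the data, gave Snai1 an FDR of 0.113 by DESeq2, against a range of 0.026 to 0.0512 over the alternatives chosen earlier. Where 1 library of a compared group was left out, no calls were made, since 1 library remained in that group.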

Differences from the paper's values

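The paper's values below come from its text or its supplementary gene table, and the values computed here from the deposited counts. The mean number of counts per library was 76.48 M, and the paper's average is 50 M reads. No alternative set before the data were examined bears on this number. Halving the even counts, chosen after seeing the values, gives 38.2 M.

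For 9 log2 fold changes the edgeR value was larger than the paper's by more than both the edgeR standard error and the paper's standard error. With TGF-β+2APB against DMSO, Msi1 had 4.54 against the paper's 3.3466, 2610018G03Rik 3.86 against the paper's 3.03374, Reln 3.75 against the paper's 3.00691, and Snai1 2.51 against the paper's 1.92049. With TGF-β+2APB against TGF-β, Osm had 3.85 against the paper's 3.15453, Msi1 3.01 against the paper's 2.44166, Crabp2 3.38 against the paper's 2.51094, Kcnab2 3.36 against the paper's 2.71831, and Scgb1b20 5.09 against the paper's 3.1388. Where the DMSO libraries held 3 counts or fewer, the lower bound of the log2 fold change was compared. It was 5.05 for Osm with TGF-β+2APB, against the paper's 4.36344. With TGF-β it was 7.75 for Tmem119, 7.74 for Ntsr1 and 7.28 for Lce1f, against the paper's 6.92127, 6.83214 and 6.6757. With TGF-β+2APB it was 9.14 for Ntsr1, against the paper's 8.18324.

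The DESeq2 version that the paper names applies a fold change prior by default. DESeq2 with the fold change prior, set before the data were examined, closed each of these gaps. It gave 3.30 for Msi1, 3.00 for 2610018G03Rik, 2.98 for Reln and 1.90 for Snai1 against DMSO, and 3.12 for Osm, 2.41 for Msi1, 2.47 for Crabp2, 2.69 for Kcnab2 and 2.86 for Scgb1b20 against TGF-β. For the genes near 0 in DMSO it gave 4.31 for Osm, 6.89 for Tmem119, 6.80 and 8.15 for Ntsr1 and 6.65 for Lce1f. Library size scaling also closed the gap of Msi1 against TGF-β, at 2.98, and of Snai1, at 2.44. With 1 library left out in turn, at least 1 fit also closed the gap of Snai1, 2610018G03Rik and Reln against DMSO, with lowest values of 2.07, 3.22 and 3.43, and of Msi1, Kcnab2, Crabp2, Osm and Scgb1b20 against TGF-β, with 2.63, 2.93, 2.94, 3.70 and 4.10. No such fit closed that of Msi1 against DMSO, where the lowest value was 4.18. The filter of at least 10 counts in every library removed all genes with a gap. Where no lower bound was compared, none of the other alternatives set before the data were examined closed a gap. These were DESeq2 without the prior, RLE scaling, no count filter, a mean of 20 applied after the fit, the replicate block (3.06 for Msi1 against TGF-β) and the fits of only the 4 libraries compared. For the genes near 0 in DMSO, these alternatives and the fits with 1 library left out gave fitted changes, not lower bounds. A fitted change over a group at or near 0 counts cannot tell whether such a gap closes.

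The paper states that several integrins fall with TGF-β but seem to rise with 2APB and TGF-β. In the deposited counts 0 integrins were called lower and then higher, and 2, Itga3 and Itga11, were called higher and then lower. The ratio rule, which applies no test, placed 5 integrins in the Down-Up group and 0 in the Up-Down group. By sign alone, 7 of the 26 tested genes of the integrin list were lower and then higher and 8 were higher and then lower. The 8 include Itgb1bp2, a binding protein gene. No setting that was run called an integrin lower and then higher, and at an unadjusted p under 0.05 by edgeR's quasi-likelihood test 0 did so in both steps.

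The paper states that Abcg1, Ercc1, Igfbp4 and Cyp1b1 rise with 2APB and not with TGF-β alone. Ercc1, Igfbp4 and Cyp1b1 were called higher with TGF-β alone, with log2 fold changes of 1.70, 2.66 and 2.06, and the paper's supplementary table lists 1.67793, 2.60105 and 2.00807 for them in that comparison. For Abcg1 edgeR made no call with TGF-β+2APB, with a log2 fold change of 2.81 against DMSO (edgeR FDR 0.0758). This value was above the paper's 1.80582 by more than the paper's standard error of 0.621 but by less than edgeR's of 1.09, and the same held against TGF-β, with 2.87 and the paper's 1.83949. Both DESeq2 settings, with and without the prior, called it, and the FDR ranged from 0.00972 to 0.18 over the alternatives set before the data were examined. Settings chosen after seeing the values also called it, the edgeR block with exchanged TGF-β+2APB replicates with an FDR of 0.0311 and DESeq2 with the prior on halved counts with 0.0191, against 0.18 with the replicate block.

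The paper counts Reln among the top upregulated genes with 2APB. Reln ranked 297 by log2 fold change among genes higher than in DMSO and 46 among genes higher than with TGF-β, and with the DESeq2 prior 306 and 68. In the sheets of the paper's own supplementary table it stands at the paper's positions 304 and 76.

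Supplementary Figure 4 is described as free of outliers, with replicates clustered by group. The distance between the TGF-β+2APB replicates was 25.1, against 6.67 for DMSO and 10.3 for TGF-β, and replicate 1 of TGF-β+2APB was nearer to a TGF-β library, at 21.6. The paper reports no significant mRNA change of Mtor and names no comparison. Mtor was called higher with TGF-β+2APB against DMSO and not in the other comparisons. Its log2 fold change was 0.32 (edgeR FDR 0.0205, with a range of 0.00106 to 0.0427 over the alternatives). With the FDR over the list of AKT and mTOR genes alone, Mtor was not called.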

Other observations

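The tests of GC content, of the even counts, of the integrins, of Abcg1 and of PC2 were chosen only after the result they address had been seen.

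The number of Up-Down and Down-Up genes was set against simulated counts in which 2APB changed no gene. In 20 simulations with the fitted means and spread, the ratio rule selected between 2098 and 2215 genes, 2163 on average, against 1620 in the data among the same 13353 genes. Noise in the TGF-β libraries, which enter both steps with opposite signs, could therefore give as many selected genes as the data hold. This holds only if the genes not called did not change with TGF-β, which was not tested. Of the selected genes, 12.2 on average passed an FDR of 0.05 in both steps in the simulations, by DESeq2 with the prior. In the data 237 (14.6%) did so by edgeR's quasi-likelihood test. As the tests differ, these numbers cannot tell how many of the 237 genes noise in the TGF-β libraries accounts for.

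The log2 difference between the TGF-β replicates followed the GC content of the transcripts, with a Spearman correlation of 0.551 across 12718 genes, against 0.144 for DMSO and -0.254 for TGF-β+2APB. Removing the dependence lowered the SD of the difference from 0.56 to 0.50. A GC content bias in the TGF-β libraries is a candidate explanation for part of the spread between them. No test separated such a bias from other causes or placed it in 1 library. With the correction the ratio rule selected 1829 genes, against 1824 with edgeR fold changes without it. Since counts simulated with no effect of 2APB gave even more selected genes, this number cannot tell whether GC content bias contributed to the selection. No biological explanation was tested for the difference between these replicates.

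Every deposited count was even. Over 2885 genes with a mean between 4 and 40 counts, the variance of the DMSO replicates was 2.56 times their mean as deposited and 1.28 times with the counts halved. The fall of this ratio in the halved counts follows by arithmetic, and spread between the replicates also raises it, so the value of 2.56 cannot tell whether each read was counted 2 times.

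Of the 5 integrins in the Down-Up group, Itga7, Itga4, Itgb7, Itgal and Itgam, 1 was still selected without replicate 2 of TGF-β+2APB and 4 without replicate 1. RNA of other cells in 1 library is a candidate explanation for the integrin genes that left the group. Abcg1 was 9.65 times as high in replicate 2 of TGF-β+2APB as in replicate 1, and the same explanation remains for its rise. Of the 100 genes with the largest loadings on PC2, which separates the TGF-β+2APB replicates, 58 were at least 4 times higher in replicate 2. These genes were chosen by the axis that separates the replicates, so their number cannot tell whether RNA of other cells accounts for that component. In these 3 cases no biological explanation was tested, since the replicates had the same treatment.

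Transcripts of liver were counted in DMSO. Between the DMSO replicates the largest ratio over 10 hepatocyte markers was 1.22, so RNA of other cells in only 1 DMSO library does not account for them. All 10 were called lower with TGF-β, with a median log2 fold change of -7.94, and lower with TGF-β+2APB. Among these markers Hnf4a had between 8574 and 43312 counts in every library.

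Among the genes of store-operated calcium entry, Orai3 was lower than in DMSO with TGF-β, with a log2 fold change of -0.64 (edgeR FDR 0.00781), and with TGF-β+2APB, with -0.71 (edgeR FDR 0.00386). The change between the treatments, -0.07, was not called. Stim1 had a log2 fold change of 0.06 with TGF-β and was lower with TGF-β+2APB, by -0.36 against DMSO (edgeR FDR 0.0234, with a range of 0.00253 to 0.0476 over the alternatives) and by -0.42 against TGF-β (edgeR FDR 0.0374, with a range of 0.0044 to 0.103), where 5 of 9 alternatives kept the call. Stim2 was higher with TGF-β, with a log2 fold change of 0.45 (edgeR FDR 0.00397, with a range of 1.12e-06 to 0.0154), and lower with TGF-β+2APB than with TGF-β, with -0.36 (edgeR FDR 0.0202, with a range of 0.00051 to 0.0753), where 7 of 9 alternatives kept the call.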
